# Biologically anchored knowledge expansion approach uncovers *KLF4* as a novel insulin signaling regulator

**DOI:** 10.1371/journal.pone.0204100

**Published:** 2018-09-21

**Authors:** Annamalai Muthiah, Morgan S. Angulo, Natalie N. Walker, Susanna R. Keller, Jae K. Lee

## Abstract

One of the biggest challenges in analyzing high throughput omics data in biological studies is extracting information that is relevant to specific biological mechanisms of interest while simultaneously restricting the number of false positive findings. Due to random chances with numerous candidate targets and mechanisms, computational approaches often yield a large number of false positives that cannot easily be discerned from relevant biological findings without costly, and often infeasible, biological experiments. We here introduce and apply an integrative bioinformatics approach, Biologically Anchored Knowledge Expansion (BAKE), which uses sequential statistical analysis and literature mining to identify highly relevant network genes and effectively removes false positive findings. Applying BAKE to genomic expression data collected from mouse (*Mus musculus*) adipocytes during insulin resistance progression, we uncovered the transcription factor Krueppel-like Factor 4 (KLF4) as a regulator of early insulin signaling. We experimentally confirmed that KLF4 controls the expression of two key insulin signaling molecules, the Insulin Receptor Substrate 2 (IRS2) and Tuberous Sclerosis Complex 2 (TSC2).

## Introduction

High-throughput profiling techniques are widely used to decipher biological and human disease mechanisms with genomics, transcriptomics, proteomics, epigenomics, metabolomics, and other omics approaches [1–4]. Challenging computational investigations on these large data sets have drawn major attention from systems engineering and computational science communities [5, 6]. *In silico* network reconstruction techniques have been built upon quantitative measurements of relationships such as mutual information, pair-wise correlations, and conditional probabilities among interacting molecules [7–12]. Mutual information (MI) between two genes is obtained by evaluating how much information of one gene is contained in the other after estimating the conditional entropy across their different states of function [8]. These include ARACNE for minimizing indirect and redundant edge identification using Data Processing Inequality [9], time delayed ARACNE for time dependent expression data [10], and three-way MI for complex regulatory gene interactions [7, 11–14]. Partial correlation coefficients have also been used to discover novel gene networks by minimizing redundant edges in the network [15, 16]. Conditional probability-based network inference algorithms have been implemented with dynamic Bayesian network models [17] and approximation of posterior probability computation [18]. Some other widely used network inference approaches are regression based algorithms for known sets of transcription factors and target genes [3, 19], shrinkage techniques [20], and Network Component Analysis [21]. Community-based consensus approaches such as ‘wisdom of crowds’ methods attempt to combine the strengths of various algorithms [22, 23]. Some widely used gene network inference methods are currently available as user friendly modules in the GP-DREAM software [24], such as the Correlation approach that deduces high confidence transcription factor-target gene pairs [22]. While these computational network reconstruction techniques have proven useful in many studies, their limitations have also been well recognized. In particular, the majority of reconstruction techniques result in a large number of false networks that can only be identified by performing costly and laborious biological experiments. Subjective expert knowledge then determines a small number of candidate networks for further investigation.

Therefore, it is critical to significantly reduce the numerous false positive findings from computational analyses and make biological follow up investigations and applications more practical. It is also desirable to more systematically incorporate biological knowledge into novel network inference approaches and thus better enable the discovery of context-dependent molecular mechanisms of interest [3, 25]. To improve upon these shortcomings, we have developed a novel network inference approach, Biologically Anchored Knowledge Expansion (BAKE), which incorporates known biological information of a specific disease condition of interest for gradual network expansion to novel gene interactions. BAKE consists of five sequential analysis steps: 1) biological context-dependent novel network gene discovery, 2) literature mining of known gene networks, 3) identification and integration of novel genes associated with known network genes, 4) expansion of network interactions around known network genes, and 5) *in silico* reverse-confirmation of novel network genes. While these analysis steps have been separately used in previous studies, BAKE explicitly makes alternating sequential use of computational analysis and established knowledge association; *in silico* search → literature mining → integration and association of *in silico* search and literature mining → *in silico* network expansion around known network genes → *in silico* reverse-confirmation and use of literature and data resources for confirmation. This converts an error-prone global (NP-hard) computational network search problem into a manageable local biologically anchored search with a very low rate of false positives.

We have applied BAKE to genomic expression data collected from mouse adipocytes during insulin resistance progression. To replicate genetic predisposition and dietary factors that both contribute to the development and progression of insulin resistance [26], we used a well-established mouse model with double heterozygous deletions of two key early insulin signaling pathway intermediates, the insulin receptor (IR) and insulin receptor substrate 1 (IRS1) [27, 28] and fed them a high fat Western diet. Using BAKE on genomic expression data collected from adipocytes of these mice at different time points, we uncovered novel pathway genes that could contribute to insulin resistance progression in response to a high fat diet. In particular, we identified and experimentally confirmed the transcription factor Krueppel-like Factor 4 (KLF4) as a regulator of the expression of two key insulin signaling molecules, Insulin Receptor Substrate 2 (IRS2) and Tuberous Sclerosis Complex 2 (TSC2).

## Materials and methods

### Animal model of insulin resistance

Female *C57BL/6* mice heterozygous for deletions of the insulin receptor (IR) and the insulin receptor substrate 1 (IRS1) on an *ApoE* null background (*IR*^*+/-*^ *IRS1*^*+/-*^ *ApoE*^*-/-*^; referred to as *D*) [28] were fed a Chow (DC) (7912 Teklad LM-485, Harlan Laboratories) or a Western diet (DW) (88137 Harlan-Teklad composed of (in % by weight) protein 17.3%, carbohydrate 48.5%, fat 21%) for 8 or 16 weeks starting at 8 weeks of age (Fig 1). *ApoE* null mice (*ApoE*^*-/-*^) were also fed either Western diet (EW) or Chow diet (EC) for 8 or 16 weeks starting at 8 weeks of age. Random-fed mice were then euthanized between 8–10 AM. Blood glucose was determined in a drop of tail vein blood before euthanasia. For the determination of circulating insulin levels, blood was obtained by cardiac puncture after euthanasia and serum used in an insulin radioimmune assay (Linco Research, Cat. No. SRI 13K). All animal procedures were approved by the University of Virginia Animal Care and Use Committee. Mice were euthanized by cervical dislocation after induction of deep anesthesia using 100% CO2 inhalation. This method is consistent with the recommendations of the Panel of the American Veterinary Medical Association.

**Fig 1:**
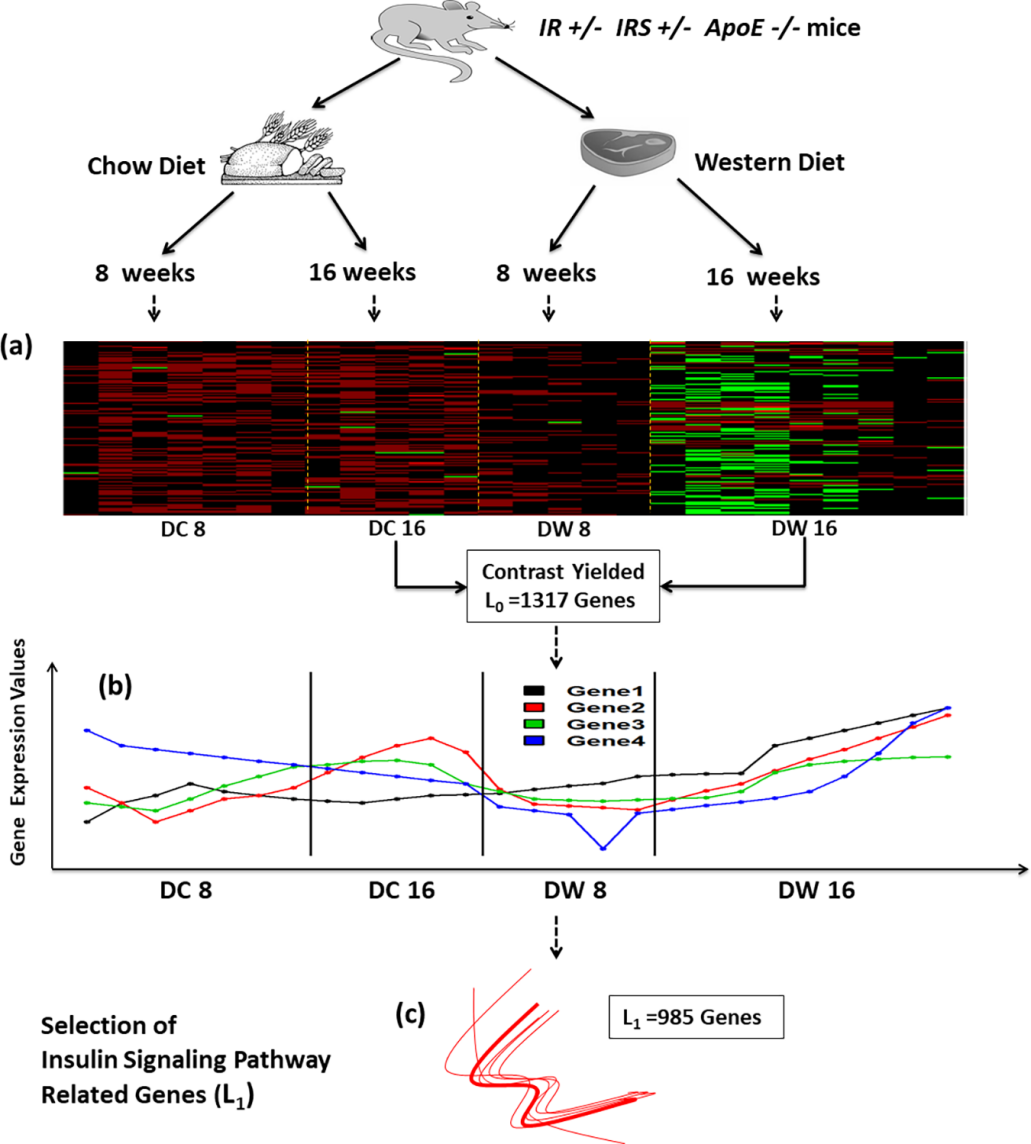
Experimental design and demonstration of BAKE steps 1 and 3. *IR*^*+/-*^*IRS1*^*+/-*^*ApoE*^*-/-*^ mice were fed either a Western (W) or Chow (C) diet. Microarrays were obtained from adipocyte RNA isolated from these mice after 8 and 16 weeks on the diets (DC8, DC16, DW8 and DW16). (a) A subset of gene expression data from the microarrays is shown as heat map where rows represent different genes and columns data from different mice. Differentially expressed genes (L_0_ = 1317 genes represented by 1531 Affimetrix probes) were extracted comparing DW16 (n = 9) and DC16 (n = 5). (b) Complete expression profiles of all genes in L_0_ under all four conditions for each mouse, DC8 (n = 7), DC16 (n = 5), DW8 (n = 5) and DW16 (n = 9), were obtained. Examples are shown for four genes (Genes 1–4). (c) The complete expression profiles of insulin signaling pathway genes (L_path_) were used to extract genes from L_0_ that had similarly shaped expression profiles as pathway genes yielding L_1_.

### Adipocyte gene expression profiling during insulin resistance progression

Adipocytes were isolated from parametrial and periovarian adipose tissues of the mice as described in [29], and total RNA was extracted from the adipocytes using TRIzol (Life Technologies Corporation) according to manufacturer’s instructions. cDNA was synthesized from the total RNA (two step protocol) and used to prepare biotinylated cRNA for subsequent genome-wide gene expression profiling using Affymetrix MG430-2.0 GeneChips™. Microarray data were obtained from adipocytes from 45 mice under different diet conditions and disease-progression time points: DW8 (n = 5), DW16 (n = 9), DC8 (n = 7), DC16 (n = 5), EW8 (n = 6), EW16 (n = 8) and EC16 (n = 5). Each microarray chip covered ~ 45,000 mouse gene transcripts. The raw intensity values of hybridization were scanned and stored as .CEL files using Affymetrix Microarray suite software with global scaling option. Gene expression values were then obtained by reading and normalizing the .CEL files using Robust Multi Average (RMA) express software. The microarray data sets (one from each mouse) have been uploaded to the GEO database (accession number GSE76428).

### Discovery of novel genes associated with insulin resistance progression and literature mining for known insulin signaling pathway genes (Steps 1 & 2)

The initial pool of genes for network expansion (L_0_) was obtained by comparing gene expression data between DC16 (n = 5) and DW16 (n = 9). This comparison showed the largest number of differentially expressed genes when contrasting different time points using a combination of algorithms that were developed for small samples of microarray data, Linear Models and Empirical Bayes (LIMMA) [30] and Significance Analysis of Microarrays (SAM) [31]. Two sets of genes (represented by Affimetrix probes) were identified to be differentially expressed between the two conditions, DW16 and DC16, at 1% False Discovery Rate (FDR), by the two methods, LIMMA and SAM. We compared the two lists and selected the genes/Affimetrix probes common between them to obtain L_0_. LIMMA and SAM were implemented in statistical software R using packages “limma” and “samr”. We next identified known genes in the insulin signaling pathway from the KEGG (Kyoto Encyclopedia of Genes and Genomes) database and the literature to obtain L_path_.

### Identification of novel genes associated with known insulin signaling network genes (Step 3)

We used an integration and association analysis for our bioinformatics findings and known insulin signaling network genes as follows. L_1_, representing genes associated with the pathway/network of interest (L_path_), was obtained by correlating expression levels of genes in L_0_ with expression levels of genes in the insulin signaling pathway (L_path_, 42 known genes represented by 80 Affymetrix probes) across the four conditions DC8, DW8, DC16, DW16 using Spearman’s rank correlation. The threshold above which the degree of correlation between genes in L_0_ and L_path_ could be considered significant and a gene in L_0_ classified as pathway/network associated gene was determined based on a resampling-based method as follows. A list of non-network/pathway genes (L_pathrandom_) was generated by excluding genes from the full genome (of 45,037 Affymetrix probes) that were differentially expressed in every possible contrast between microarrays representing the four experimental conditions, and then randomly sampling an identical number of probes (L_pathrandom_, 80 Affimetrix probes) as used for pathway probes (L_path_) from the remaining pool of ~ 35,000 genes/probes (L_random_). The degrees of correlation between genes in L_0_ and L_path_, and between L_0_ and L_pathrandom_ were compared using the top fifth percentile population values for each gene in L_0_ (since the statistical level of significance (α) we decided to use in estimating the correlation cut-off for selecting pathway/network associated genes from L_0_ was 5%) using Response Operator Characteristics (ROC) curves for different threshold values. This ROC comparison was performed 100 times by repeatedly sampling L_pathrandom_ from L_random_ (S1 Fig). The optimal correlation threshold to select pathway specific genes from L_0_ was determined based on Youden’s J index derived from the ROC curves (S1 Fig). Genes from L_0_ that exceeded this correlation threshold in their degree of correlation to L_path_ genes were considered novel pathway/network associated genes (L_1_).

### Expansion of networks around known network genes (Step 4)

We used a systematic network expansion analysis for novel and known network genes as follows. Anchor genes (L_anchor_, 15 genes represented by 20 Affimetrix probes), serving as focal points for network expansion, were selected from pathway genes (L_path_) with the criterion that they were differentially expressed between DW16 and DC16 at a 1% p-value cutoff using LIMMA and SAM algorithms. To expand the network around an anchor gene, we identified the top 20 genes from L_1_ that were most highly correlated to the anchor gene across the four conditions DC8, DW8, DC16, DW16 (L_neighbor_). To decipher the relationship between the novel genes in L_neighbor_ and the 15 anchor genes (20 probes) in the pathway, a 40 x 40 symmetric distance matrix ([X]_real_) consisting of correlation distances between the 40 probes (L_total_ = L_anchor_ + L_neighbor_) was generated. The degrees of network interactions were then inferred by the Super Paramagnetic Clustering (SPC) algorithm [32]. SPC can show gene interaction strengths along a temperature gradient from T = 0 (coldest) to 1 (hottest) (at intervals of 0.01) with the number of nearest neighbors for clustering set at K = 10. As the temperature of simulation was increased, only edges between genes that were strongly correlated in terms of their expression profiles survived. Novel network genes were then assigned to the most tightly clustered candidate neighbors. The number of novel genes introduced into the network as neighbors depended on the number of anchor gene probes. We recommend the total number of objects to be clustered by SPC algorithm, L_total_ (L_anchor_ + L_neighbor_) to be 40. Based on our experience with the SPC algorithm, performing clustering on 40 objects at K = 10 produced stable clusters of 3 to 5 genes, ideally sized to study interactions between anchor and novel genes. Therefore, the number of novel gene probes introduced in L_neighbor_ was adjusted based on the number of anchor gene probes, and we suggest to keep L_anchor_ at 20.

We conducted SPC clustering on two sets of genes: 1) [X]_observed_, observed correlation distance matrix generated from observed expression profiles of 40 probes (a combination of the 15 anchor genes represented by 20 Affimetrix probes (L_anchor_) and 20 novel probes (L_neighbor_)), and 2) [X]_i,random_ (i = 1 to 100), random distance matrices generated from random gene expression profiles. Random gene expression profiles were generated by permuting the observed gene expression profiles (L_anchor_ and L_neighbor_ genes) and repeating it 100 times. The reason for using permuted random gene expression profiles was to obtain a biologically relevant critical/threshold temperature (T_critical_) at which real gene associations can be distinguished from random cluster formation. While the input for SPC clustering is the distance matrix, output is a temperature profile of clusters in the form of a matrix ([Y]) that provides the cluster membership of each gene at each temperature and chronicles the history of gene clusters from T = 0 to T_end_. At T = 0 all the genes form one cluster. While the temperature is raised the large cluster gradually falls apart into smaller more stable sub-clusters until at T_end_ all clusters fall apart. The average (and standard deviation) of maximum cluster sizes at each temperature was estimated (from the output matrix Y, temperature profile of clusters) and compared between observed and random cases. T_critical_ was determined as the lowest temperature at which the maximum cluster sizes for observed was significantly higher than for random cases (S4 Fig). Starting at T_critical_ the temperature profile of clusters, generated as output of SPC algorithm ([Y]), was converted to a "visual representation" of clusters by assigning a color to each cluster. A gradual shrinkage of clusters with rising clustering temperature can then be observed. This allowed us to identify strong associations between novel genes and anchor genes. Temperature profiles of clusters generated for anchor gene IRS2 are shown in Fig 2B and S2 Fig.

**Fig 2:**
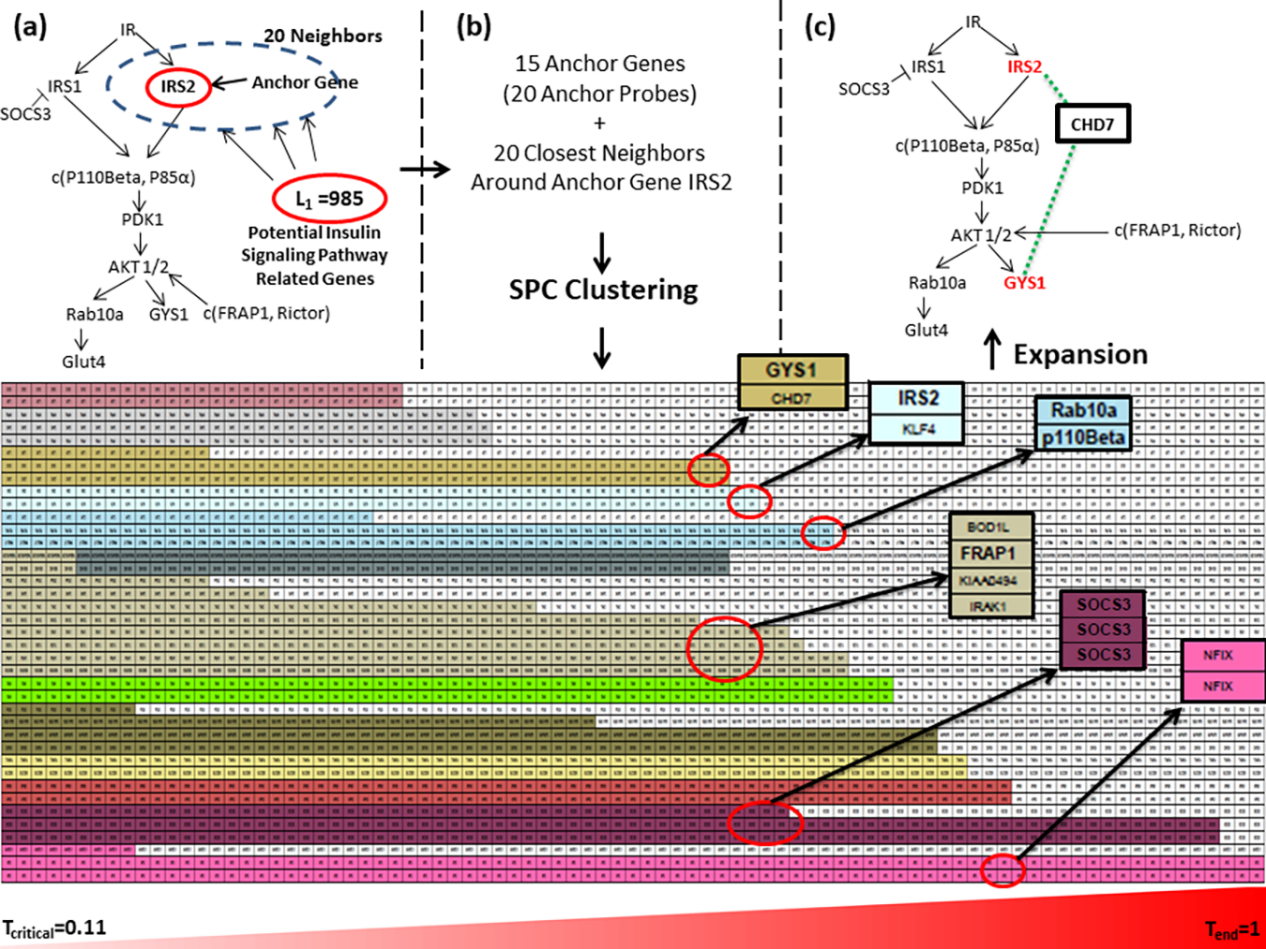
Knowledge/network expansion around insulin signaling pathway genes (BAKE Step 4). Network expansion is demonstrated using the anchor gene IRS2 as an example. (a) The top 20 genes (neighbors) in L_1_ whose expression most highly correlated with IRS2 expression across all four conditions (DC8, DC16, DW8 and DW16) were selected. (b) Super Paramagnetic Clustering (SPC) in the presence of a rising temperature gradient was performed to uncover relationships between the 20 neighbors of IRS2 and the 15 anchor genes in the insulin signaling pathway for a total of 35 genes represented by 40 Affimetrix probes. The relative strengths of associations between the novel network genes and anchor genes is reflected in the extent clusters survived when exposed to increasing temperatures. Temperature profiles of a selection of clusters (marked by different colors) are shown in the bottom panel (the same profile is shown at greater resolution in S2 Fig). The temperature gradient ranging from T_critical_ (0.11) to T_end_ (1.00) with incremental temperature steps of 0.01 is shown as an ascending triangle at the bottom of the temperature profiles. T_critical_ was the lowest temperature at which cluster formation patterns could be distinguished upon analysis of observed and random gene expression data (S4 Fig and Materials and methods). Several stable gene clusters identified by SPC algorithm are circled and magnified in insets. Anchor genes within clusters are in bold. Tight clustering of different probes from the same gene, as shown for SOCS3 and NFIX genes, validated that SPC clustering identified stable gene relationships at higher temperatures. (c) Network was expanded around insulin signaling pathway genes (anchor genes) based on stable clusters identified by SPC.

### Confirmation experiment of IRS2 and TSC2 regulation by KLF4

Tamoxifen-inducible KLF4-deficient mice (*ERT-Cre*^*+/-*^*/Klf4*^*loxP/loxP*^) were generated as described in [33]. For conditional deletion of KLF4, female mice heterozygous (*ERT-Cre*^*+/-*^*/Klf4*^*loxP/+*^) and *wild type* (*ERT-Cre*^*+/-*^*/Klf4*^*+/+*^) for the conditional allele were treated with tamoxifen (62.5 mg/kg body weight)(Sigma-Aldrich Co, Cat. No. T5648) in peanut oil (Sigma-Aldrich Co, Cat. No. P2144) by intraperitoneal injection starting at 6 weeks of age. Five days of treatment were followed by 2 days of rest and another 5 days of tamoxifen injections. At 12 weeks of age mice were euthanized. Parametrial and periovarian white adipose tissues were dissected, frozen in liquid nitrogen and stored at –80°C until RNA isolation. Total RNA was prepared from adipose tissues using TRIzol Reagent (Life Technologies Corporation) according to manufacturer’s instructions. cDNA was synthesized from 2 microgram of total RNA using 1 micromolar oligo-dT (Life Technologies Corporation) and M-MLV reverse transcriptase (Life Technologies) in 20 microliter total volume following manufacturer’s instructions. To the completed reaction 80 microliter H_2_O was added to obtain 100 microliter of diluted cDNA. Real time PCR was then performed on 6 microliter of the diluted cDNA (1X) using the qSTAR Expression Detection System (OriGene Technologies Inc) with IRS2 primers (Cat. No. MP206573), TSC2 primers (Cat. No. MP217683), KLF4 primers (Cat. No. MP207225) and MicroTubule-Associated Protein 1B primers (MTAP1B, Cat. No. MP208171), and the SensiMix SYBR Master Mix. MTAP1B was used as a negative control as its expression was not expected to be affected by changes in KLF4 expression. For PCR amplification the following conditions were used: initial denaturation and enzyme activation step at 95°C for 10 min followed by 42 cycles with denaturation at 95°C for 15 sec, annealing/extension/collection of data at 60°C for 60 sec. A melt curve analysis was performed for each reaction to confirm the amplification of single products. A standard curve for each primer set was obtained using different amounts of total cDNA input (1X, 1/2X and 1/4X) for one of the wild type samples and plotting the threshold cycles versus the log of cDNA input. Relative gene expression levels of IRS2, TSC2, KLF4, and MTAP1B in each sample were then derived from the standard curve.

## Results

### Progression of insulin resistance in the animal model

Female *IR*^*+/-*^ *IRS1*^*+/-*^ *ApoE*^*-/-*^ mice were fed a Western (high-fat) diet for 8 (DW8, n = 5) and 16 weeks (DW16, n = 9) starting at 8 weeks of age or a regular chow diet (DC8, n = 7; DC16, n = 5) (Fig 1). Body weights, pooled parametrial and periovarian adipose tissue weights, blood glucose, and plasma insulin levels were determined at the time of euthanasia (S1 Table). Consistent with higher fat intake adipose tissue weights (relative to body weights) were higher, by 21% (p = 0.06) and 40% (p = 0.08), respectively, for DW8 and DW16 mice when compared to DC8 and DC16 mice. Body weights were significantly higher in DW8 mice than DC8 mice (p = 0.015), but they were similar for DC16 and DW16 mice. No significant differences for blood glucose and serum insulin levels between the different groups were found. The small and non-significant differences in body weights are most likely due to the fact that female *C57BL/6* mice demonstrate only minor body weight gains after 16 weeks on a Western diet [34]. The lack of increases in glucose and insulin levels in response to a high fat diet in our mice on an *ApoE*^*-/-*^ background is consistent with an earlier study that showed resistance to diet-induced metabolic changes in *ApoE*-deficient mice [35].

### Discovery of novel genes associated with known insulin signaling pathway genes

We analyzed genome-wide gene expression data to computationally discover genes that were differentially expressed in adipocytes of western and chow diet-fed mice. 

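The deposited data hold 1 array for each of 45 female mice: 26 D mice (heterozygous for the insulin receptor and IRS1, without ApoE; groups DC8, DW8, DC16 and DW16) and 19 E mice (without ApoE; groups EW8, EW16 and EC16). Each array gives a log2 RMA value for 45037 probe sets, and differences are given here in log2 units with their SE, levels as mean ± SD. The arrays of most mice span nearly the same range of values: in 35 of them the 95th percentile lies between 10.95 and 11.14 and the SD between 2.39 and 2.53. The other 10, DW16 mice 1 to 7 and EW16 mice 1 to 3, span a narrower range, with a 95th percentile of 10.14 to 10.85 and an SD of 2.11 to 2.35, and they are called narrow-range arrays here. The first principal component, 41.0% of the variance, sets the same 10 mice apart from the rest. The boundary between the sets was chosen after the values had been seen, and after KLF4, IRS2 and TSC2 had been seen to be low in these mice. Neither the labels nor the paper name a date or batch for any array, so the narrow range and the 16 weeks of Western diet cannot be separated in the D mice beyond DW16 mice 8 and 9.

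**Figure D1:**
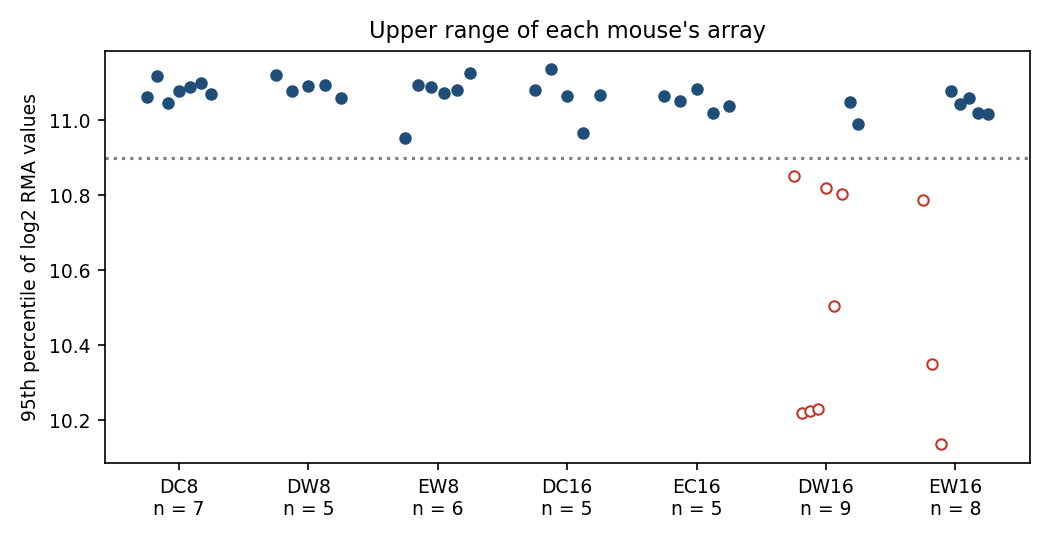
95th percentile of the log2 RMA values on each mouse's array, by group. Open red circles are the 10 narrow-range arrays and the dotted line is the boundary used to set them apart.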

For this we simultaneously used two widely used statistical test procedures for microarray data analysis; LIMMA and SAM adjusted for multiple comparisons [30, 31]. 

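After 8 weeks of Western diet the adipocytes of DW8 mice (n = 5) held more MALAT1, a nuclear noncoding RNA (log2 difference 2.89, SE 0.418), UBE3A, a ubiquitin ligase (2.41, SE 0.352), and HIF1A, a transcription factor of the response to low oxygen (2.35, SE 0.312), than those of DC8 mice (n = 7). KPNA4, of nuclear import, and the cell cycle inhibitor CDKN1B rose by 2.33 and 2.16. The largest falls were those of CYP1A1, a cytochrome P450 that is induced by aryl hydrocarbon receptor ligands (−2.55, SE 0.346), the parathyroid hormone receptor PTH1R (−1.43, SE 0.23), MUP3 (−1.13), the kininogen KNG1 (−1.03) and CDKN1C (−0.88). Immediate early genes (29 measured, 1 called higher, 7 when adjusted over the list alone), splicing factors (25) and fatty acid oxidation genes (18) lay higher as groups, with medians of 0.13 to 0.17, and cell cycle genes (21, median −0.36), heat shock genes (12, −0.32) and endothelial markers (16, −0.23) lower. In limma 485 probe sets of 358 genes passed an adjusted p under 0.01, 415 higher and 70 lower, and SAM called each of them as well. With 1 mouse left out this count ran from 140 to 1165, and with 1 spread over all 7 groups it was 147. The group differences come from camera with a preset correlation between genes (adjusted p = 4.25e-07 to 0.00838), and with a correlation estimated from the data none holds (adjusted p = 0.319 or more). The call of the endothelial markers was also lost after quantile normalization again (adjusted p = 0.0111), though their median of −0.222 was close to the −0.228 before. MALAT1 is measured by 7 probe sets, whose differences run from 0.34 to 2.89. No DW8 or DC8 mouse is on a narrow-range array, and in simulated data of this size limma recovered 91 of 100 probe sets changed by 1 log2 unit.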

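At 16 weeks the balance of rises and falls depended on how the arrays were scaled. CYP1A1 was again the gene with the largest fall in DW16 mice (n = 9) relative to DC16 mice (n = 5; log2 difference −3.12, SE 0.544), followed by PTH1R (−2.84, SE 0.38), the immunoglobulin heavy chain IGHM (−2.56), the matricellular protein CCN5 (−2.41), ARC, IGHA, the eosinophil chemokine CCL11 (−2.14), SLC38A10, SORCS2 and the glycogen branching enzyme GBE1 (−2.10). The largest rises were those of BIRC6, an inhibitor of apoptosis (2.20, SE 0.223), MALAT1 (2.15), the thioredoxin reductase TXNRD1 (1.88), ANXA1, TFR2 and TMOD3. Next came the stearoyl-CoA desaturase SCD2 (1.72), TRAV9D-3, the laminin LAMA4 (1.70) and RAPGEF6 (1.69). Over the MALAT1 probe sets the difference ran from −0.0674 to 2.15, and those with −0.0674, 0.228 and 0.315 were not called. Limma called 1545 probe sets of 1221 genes at an adjusted p under 0.01, 359 higher and 1186 lower. All were among the 8248 of SAM. The limma count ran from 51 (without DC16 mouse 2) to 6041 (without DW16 mouse 8) with 1 mouse left out. Of 100 genes with 2 or more called probe sets, 10 had calls in both directions. As groups, NF-kB and cytokine genes (18 measured, median −0.97, 3 called lower, 10 when adjusted over the list alone; CCL2 −1.17, RELB −1.56), endothelial markers (16, −0.67, 1 and 8; PECAM1 −0.94), genes of adipocyte identity and lipid storage (20, −0.86, 2 and 3; CEBPA −1.02, PLIN4 −0.84) and immediate early genes (29, −0.89, 0 and 8) lay lower, as did genes of de novo lipogenesis, branched-chain amino acid breakdown, oxidative phosphorylation, the stroma, splicing, heat shock and mTOR signaling (medians −0.53 to −0.74). In camera these lists had adjusted p = 0.000131 to 0.00709 with a preset correlation and 0.589 each with an estimated one. After quantile normalization again, NF-kB, adipocyte, lipogenesis, endothelial and immediate early genes kept an adjusted p under 0.01 (0.00201 to 0.00996), whereas those of splicing, heat shock, oxidative phosphorylation, amino acid breakdown, the stroma and mTOR signaling lost it (medians −0.11 to −0.42, adjusted p = 0.0242 to 0.326). Of the 9 DW16 mice, 7 are on narrow-range arrays: with these left out, 2 mice against 5 remain and limma calls 0 probe sets, with 3465 at an unadjusted p under 0.05. When the arrays were quantile normalized again, 1446 probe sets were called and the share of higher calls went from 23.2% to 47.9%.

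**Figure D2:**
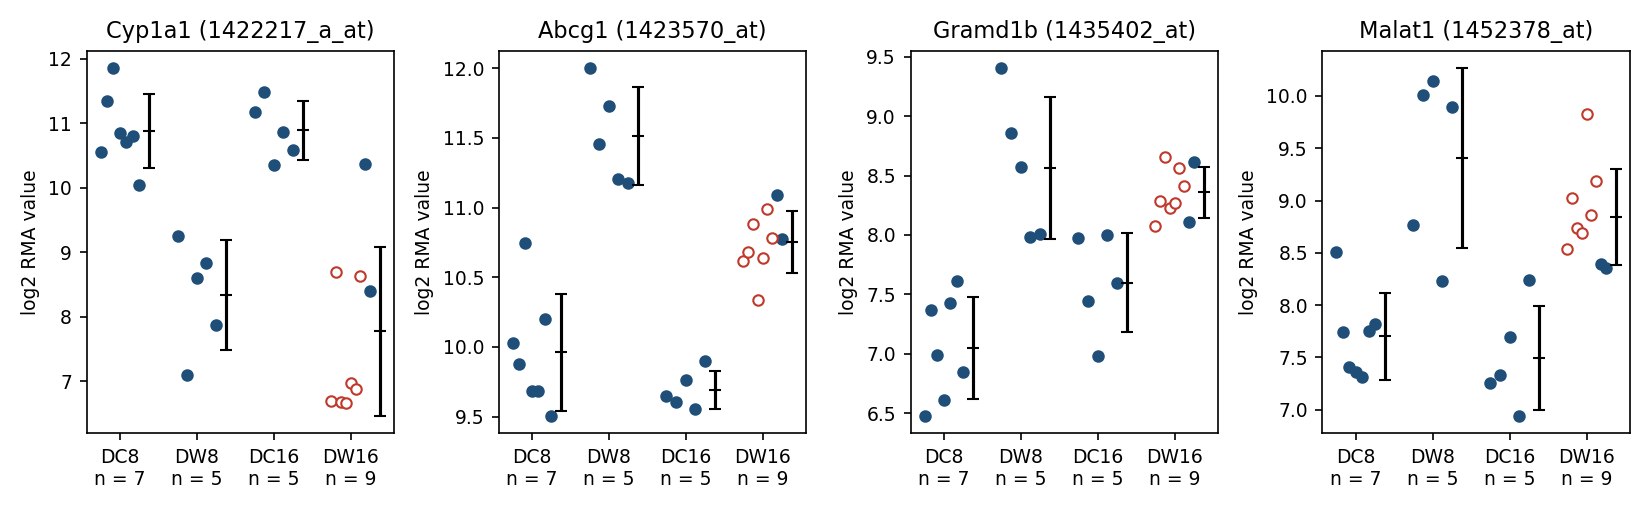
Levels of CYP1A1, ABCG1, GRAMD1B and MALAT1, which were called in DW8 against DC8 and in DW16 against DC16, for each D mouse. Bars are mean ± SD, and open red circles are mice on narrow-range arrays.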

While the comparison between DW8 and DC8 showed only 51 (represented by 52 Affymetrix probes) differentially expressed genes, a much larger number of genes were differentially expressed between DW16 and DC16 at a false discovery rate (FDR) <0.01 (1,317 genes represented by 1531 Affymetrix probes, denoted as L_0_ genes) (Fig 1A, S2 Table). Analysis of potential molecular and cellular functions of genes in L_0_ using QIAGEN’s Ingenuity Pathway Analysis tool (IPA^®^, QIAGEN Redwood City, CA, http://www.qiagen.com/ingenuity) revealed that 33% played roles in cellular growth and proliferation and 31% in cell death and survival. Network enrichment analysis based on functional annotation of genes revealed genes belonging to gene networks associated with cellular assembly and organization, molecular transport, RNA trafficking, cell cycle, and inflammatory and infectious diseases.

We next identified 42 known genes (represented by 80 Affymetrix probes) in the insulin signaling pathway from the KEGG (Kyoto Encyclopedia of Genes and Genomes) database and the literature [36] (L_path_, Suppl. Table S3)(Step 2: Literature mining of known gene networks). 

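Of the 77 distinct insulin signaling probe sets in S3 Table, 50 had a lower and 27 a higher mean in DW16 than in DC16 adipocytes. In limma 3 of the lower and 1 of the higher passed an adjusted p of 0.01. The group was not tested as a whole, and probe sets of high level were lower in general. In the tenth with the highest level the median difference was −0.441, and −0.0358 after quantile normalization again. The 80 entries of S3 Table were counted here as 40 genes, fewer than the paper gives. SOCS3, a feedback inhibitor of cytokine and insulin signaling, fell by 2.01 (SE 0.38, adjusted p = 0.0063 in limma), with a level of 9.00 ± 0.928 in DW16 (n = 9) and 11.01 ± 0.173 in DC16 (n = 5). The lipid phosphatase SHIP2 (INPPL1) fell by 1.01 (SE 0.188, adjusted p = 0.00604), whereas one probe set of the tyrosine phosphatase SHP2 (PTPN11) rose by 1.62 (SE 0.302) and the others did not change detectably (0.10 and −0.30, adjusted p = 0.51 and 0.318). The other SOCS3 probe sets were lower by 0.95 and 1.19 without being called (adjusted p = 0.0396 and 0.0263). At the same threshold over all probe sets on the array, the kinases AKT1 (−1.19, SE 0.311, adjusted p = 0.0187) and AKT2 (−1.31, SE 0.321, adjusted p = 0.0147) and the glucose transporter GLUT4 (SLC2A4; −1.71 and −1.30 for its probe sets) were not called. These differences move with the narrow-range arrays: AKT2 was 9.73 ± 0.316 in those 7 DW16 mice and 11.32 and 11.35 in DW16 mice 8 and 9, next to 11.40 in DC16.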

To uncover novel genes linked to impaired insulin signaling, we then extracted genes from L_0_ that were strongly associated with the known insulin signaling pathway genes in L_path_ (Step 3: Identification of novel genes associated with known network genes). Specifically, we correlated adipocyte gene expression patterns of L_0_ and L_path_ for all the 26 animals in the different groups (DC8, DW8, DC16 and DW16) to capture possible functional associations across the different conditions representing type and duration of the diet (Fig 1B). 

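Of the 1545 probe sets that differed between DW16 and DC16, 944 (786 genes, 61.1%) had a 95th percentile of absolute Spearman correlation with the S3 Table probe sets of at least 0.72 over the 26 D mice. The probe sets were chosen for a difference between groups of these same mice, which by itself gives such correlations: with each mouse centred on the mean of its condition 13 of them (0.841%) reach 0.72, and over the 17 D mice that are not DW16 229 do. KLF4, TSC2, CHD7, ANKRD11 and LRP10 are among the 944. Among these 1545, pairs of probe sets had a median absolute correlation of 0.663, against 0.246 for pairs of 1000 probe sets drawn at random from the array. The D mice fall into separate clusters, 7 DW16 mice on narrow-range arrays and 19 others. Within the 19 the median for pairs falls to 0.346, and 58 probe sets reach the threshold. Those counts are over genes and carry no p-value, since genes measured in the same mice are not independent.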

L_0_ genes that were significantly correlated (Spearman’s rank correlation ρ≥0.72) with known insulin signaling pathway genes were considered candidate novel pathway genes (L_1_ = 985 genes represented by 1,111 Affymetrix probes, Fig 1C and S2 Table)). 

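Of the probe sets that did not differ in any comparison of the D groups, 2710 of 35864 (7.56%) reached a correlation of 0.72 with insulin signaling genes over the 26 D mice. The sets were divided by the same difference between mice that raises such correlations, so the contrast with the 61.1% of the 1545 carries no test. Comparing the 1545 probe sets with 100 random draws of as many such probe sets gave a threshold of 0.663, with a Youden index of 0.678. The paper's comparison, which puts random probe sets in the place of the insulin signaling genes, was added later and gave a median threshold of 0.694 over 100 draws (0.648 to 0.717), with an index of 0.596. Within the 19 D mice outside the narrow-range arrays, 1.86% of the probe sets that did not differ and 58 of the 1545 reached 0.72.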

The Spearman’s rank correlation threshold ρ≥0.72 was established as the optimal cutoff after maximizing the Youden’s J index (= sensitivity+specificity-1) from an ROC (Response Operator Characteristic) analysis comparing the correlation coefficients of L_0_ genes with insulin signaling pathway genes and those of non-insulin signaling pathway genes (S1 Fig).

### Expansion of network interactions around known network genes (Step 4)

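Among the insulin signaling genes, the change from chow to Western diet at 16 weeks reached an unadjusted p under 0.01 in limma for 28 of the 77 probe sets, 23 lower and 5 higher, and 25 of them (18 genes) did so in SAM as well. Raptor (RPTOR), the scaffold of mTORC1, fell by 0.95 (SE 0.192, adjusted p = 0.00788) on one probe set and was not called on the others (−0.11 and 0.31), and the phosphatase subunit PP2AC (PPP2CA; −1.10, SE 0.254) and the TNF receptor TNFRSF1A (−0.95, SE 0.238) were lower without passing an adjusted p of 0.01. Over all probe sets of the array, 4 of the 77 passed it, 3 lower and 1 higher, and with 1 mouse left out this count ran from 0 to 22. The study's 20 anchor probe sets all had a limma p under 0.01, 19 also in SAM, and 18 of them were lower. The study chose them on these same mice, so this is not independent evidence. With the narrow-range arrays left out, 2 of the 77 had an unadjusted p under 0.01, of which 0 were lower, and after quantile normalization again 30 had, 19 of them lower.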

We selected 15 anchor genes (represented by 20 Affimetrix probes), L_anchor_, among the known insulin signaling pathway genes (L_path_) that showed significant expression changes between DW16 and DC16 with SAM test p-value <0.01 (S3 Table). Novel network genes that interacted with anchor genes across all four conditions were then identified. We first expanded the gene network around IRS2, a well-characterized early mediator in the insulin signaling pathway, by identifying the top 20 genes among L_1_ genes that were most highly correlated with IRS2 as candidate novel network genes (L_IRS2_) (Fig 2A; S4 Table). 

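Over the 26 D mice IRS2, the docking protein downstream of the insulin receptor, had KLF4 as its closest neighbor among the 944 probe sets. Other close neighbors were TIGAR, a regulator of glycolysis whose levels ran opposite to IRS2 (rho −0.834 over the 26 D mice), the interleukin 1 receptor kinase IRAK1 (0.831) and the zinc finger protein ZFP281 (0.83). Of the 20 neighbors in S4 Table 17 are among the 20 found here, and the others, ZMYND8, HIPK3 (0.816) and SPSB1 (0.811), had correlations as high but lie outside the 944. Among all 45036 other probe sets on the array, KLF4 ranked 17 and the neighbor at rank 20 had a correlation of 0.858. Among the 944, KLF4 ranked 2 over the 19 D mice outside the narrow-range arrays and 1 over the 19 E mice. Over the 17 D mice that are not DW16 KLF4 ranked 14, and with each mouse centred on its condition mean 18. IRS2 itself was 8.84 ± 0.694 in DW16 (n = 9) and 10.05 ± 0.154 in DC16 (n = 5), a difference of −1.22 (SE 0.288, adjusted p = 0.0131 in limma). With quantile normalization again this was −0.85 (adjusted p = 0.0393).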

Potential network relationships and proximity between the anchor genes and the 20 novel candidate genes were then further explored by Super Paramagnetic Clustering (SPC). SPC is a temperature annealing-based clustering technique that allows gradual selection of gene clusters based on degrees of correlations of expression patterns [32] (see Materials and Methods for more details). We applied unsupervised SPC analysis to 35 genes; the 20 novel genes around IRS2, and the 15 anchor genes (L_anchor_) (top panel in Fig 2B). While increasing the temperature parameter, SPC gradually finds clusters with more stable relationships between IRS2, other anchor genes and novel genes in an unsupervised manner. Examples for temperature profiles of clusters are shown in Fig 2B (bottom panel; magnified view in S2 Fig) with stable clusters highlighted. 

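The probe sets of NFIX and those of SOCS3 varied together in the 19 D mice outside the narrow-range arrays. For NFIX, a transcription factor of the nuclear factor I family, the correlation was 0.891 over these 19 mice (permutation p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 0.00014, Pearson r = 0.939) and 0.857 in the 7 narrow-range DW16 mice (exact permutation p = 0.0238, adjusted p = 0.0952). The SOCS3 probe sets had correlations of 0.663, 0.73 and 0.935 in the 19 mice (adjusted p = 0.00739, 0.00437 and 0.00014) and of 0.964, 0.929 and 0.964 in the 7 (adjusted p = 0.0259, 0.0378 and 0.0259 from exact permutation tests). Over all 26 D mice, the study's measure, NFIX had a correlation of 0.955 and SOCS3 of 0.846 to 0.96. The NFIX probe sets fell by 1.28 (SE 0.276, adjusted p = 0.00938) and 1.38 (SE 0.253, adjusted p = 0.00567) in DW16 (n = 9) relative to DC16 (n = 5). Adjusted p-values of correlations are over the 28 pairs of probe sets that the study names.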

Validating our approach, the most stable clusters were identified between different Affymetrix probes derived from the same gene, SOCS3 and NFIX. Since our goal was to expand our known network of genes, we excluded clusters with only novel genes and focused on the tightest clusters containing one novel gene and one or more anchor genes for further analysis. Examples of such are IRS2-KLF4 and GYS1-CHD7 clusters. CHD7 was initially discovered as one of the 20 neighbor genes around anchor gene IRS2. SPC clustering revealing a tight interaction of CHD7 also with the anchor gene GYS1 thus allowed to infer novel network relationships between IRS2, CHD7 and GYS1 (Fig 2C).

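CHD7, a chromatin remodeler, varied together with one probe set of the glycogen synthase GYS1, and no relation with the other was detectable in D mice outside the narrow-range arrays, though the difference between the correlations was not tested. Within the 19 D mice outside the narrow-range arrays, its correlation with the probe set of higher level was 0.689 (permutation p = 0.00157, adjusted p = 0.00651, r = 0.747, permutation p = 0.00022), and with that of lower level −0.05 (permutation p = 0.83, r = −0.10). Over the 26 D mice the values were 0.86 and 0.564 (adjusted p = 0.00378 from a permutation test for the latter), and 0.828 and 0.604 without the 2 mice farthest from the median of CHD7. In the 19 E mice they were 0.646 and 0.798. In the 7 narrow-range DW16 mice neither relation was detectable (exact permutation p = 1.0 and 0.498). CHD7 fell by 1.25 on the study's probe set (SE 0.271, adjusted p = 0.00973 in limma, not called on another with 0.08) in DW16 (n = 9) relative to DC16 (n = 5): it was 8.76 in DC16, 7.22 ± 0.129 in the 7 narrow-range DW16 mice, and 8.14 and 8.89 in mice 8 and 9. In the same order the GYS1 probe sets were lower by 1.14 (SE 0.27, adjusted p = 0.0132) and 0.98 (SE 0.229, adjusted p = 0.0125).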

To further expand the insulin signaling pathway network, we determined the 20 closest neighbors around other anchor genes and performed SPC clustering with those and the 15 anchor genes (20 probes). We again examined tight clusters containing one or more anchor genes but not more than one novel gene. This analysis added novel genes to the network around anchor genes but also identified significant relationships between anchor genes (Fig 3). 

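Transcripts of the mTORC1 kinase FRAP1 (MTOR), its partner Raptor and its upstream inhibitor TSC2 varied together in the D mice. Within the 19 mice outside the narrow-range arrays, FRAP1 and TSC2 had a correlation of 0.684 (permutation p = 0.00172, adjusted p = 0.00651, r = 0.646, permutation p = 0.00348) and Raptor and TSC2 of 0.647 (permutation p = 0.00377, adjusted p = 0.0088, r = 0.692, permutation p = 0.00104). FRAP1 and Raptor had 0.388 there (permutation p = 0.101, r = 0.511, permutation p = 0.0242, adjusted p = 0.0376). Pooled over the 26 mice the correlations were 0.871, 0.856 and 0.753, and 0.836, 0.817 and 0.686 without the 2 mice farthest from the median of the first gene. FRAP1 was lower in DW16 by 0.71 (SE 0.158, adjusted p = 0.0103 in limma, DW16 n = 9, DC16 n = 5), and was not called. Of 16 measured genes of mTOR and TSC signaling, 4 were called lower and 7 when adjusted over the list alone: besides TSC2 and Raptor these include ULK1, an autophagy kinase (−1.25), and AKT1S1 (−1.05). In DW16 mice 8 and 9 FRAP1 (10.32 and 10.22) and Raptor (8.95 and 8.68) lay between the means of the 7 narrow-range mice (9.64 ± 0.241 and 7.91 ± 0.192) and of DC16 (10.50 and 9.06).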

Among anchor genes, strong cluster formation was observed between FRAP1, Raptor and TSC2. FRAP1 and Raptor form the mTORC1 complex whose activity is controlled by the extent of TSC2 phosphorylation [37]. Coordinated feedback regulation may thus simultaneously affect FRAP1, Raptor and TSC2 gene expression. Other tight associations identified for anchor genes were between the catalytic subunit of phosphatidylinositol-3 kinase (p110β) and Akt2, p110β and Rab10a, and Akt2 and Rab10a (Fig 3). 

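By Spearman correlation the catalytic subunit p110β (PIK3CB) varied together with AKT2 and with RAB10, a GTPase of GLUT4 vesicles, within both clusters of D mice. In the 19 mice outside the narrow-range arrays the correlation was 0.677 for p110β and RAB10 (permutation p = 0.0021, adjusted p = 0.00653, r = 0.754). For p110β and AKT2 it was 0.568 (permutation p = 0.012, adjusted p = 0.0224, r = 0.455, permutation p = 0.0487, adjusted p = 0.0649). For AKT2 and RAB10 it was 0.496 (permutation p = 0.0322, adjusted p = 0.0451, r = 0.425, permutation p = 0.0701). In the 7 narrow-range DW16 mice the correlations were, in the same order, 0.964, 0.929 and 0.857 (adjusted p = 0.0259, 0.0378 and 0.0952 from exact permutation tests). The Pearson r there was 0.905 for p110β and RAB10 (exact permutation p = 0.0125, adjusted p = 0.07) and 0.958 for p110β and AKT2 (exact permutation p = 0.000794, adjusted p = 0.00556). Among these 7, p110β, AKT2 and RAB10 were each higher in mice 1, 5 and 7 than in mice 2, 3, 4 and 6. The 95th percentile of the array was 10.80 to 10.85 in the former and 10.22 to 10.50 in the latter. The correlations within the 7 can therefore follow the range of the array, which was not tested. The pooled Spearman values over 26 mice were 0.867, 0.796 and 0.801. In the 19 E mice the measures differ: p110β had 0.0211 with AKT2 (permutation p = 0.934, but r = 0.696, permutation p = 0.00244) and 0.388 with RAB10 (permutation p = 0.101, but r = 0.897, permutation p = 0.00011). Over the 16 of them outside the narrow-range arrays it had −0.63 with AKT2 (permutation p = 0.0108, adjusted p = 0.0151, r = −0.73, permutation p = 0.00111, adjusted p = 0.00222) and −0.02 with RAB10 (permutation p = 0.935, r = 0.185, permutation p = 0.514). p110β (−0.98, SE 0.277, adjusted p = 0.0246) and RAB10 (−1.21, SE 0.29, adjusted p = 0.0134) were lower in DW16 (n = 9) than in DC16 (n = 5) without being called by limma.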

The proteins encoded by these genes are key components of the insulin signaling pathway that regulates cell surface localization of the glucose transporter GLUT4 and hence glucose uptake (Fig 3) [38].

**Fig 3:**
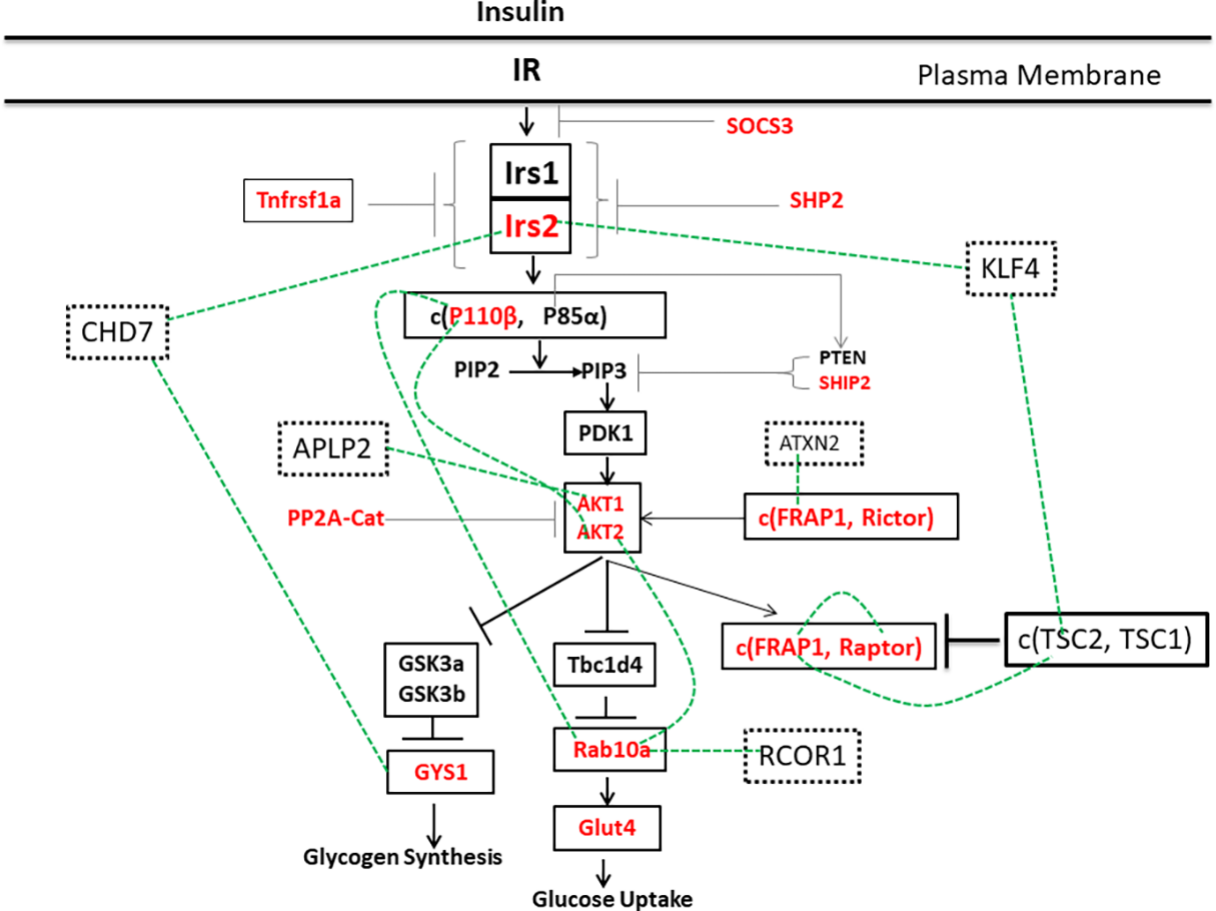
Network expansion around anchor genes in the insulin signaling pathway. A simple representation of key intermediates and modulators of the insulin signaling pathway is shown. Anchor genes in the pathway are marked in red and novel genes introduced into the network by BAKE are given in dashed boxes. Relationships between novel genes and anchor genes and between different anchor genes identified by BAKE are indicated by green broken lines. Gene associations were derived from the following BAKE clusters that were obtained using the 15 anchor genes together with the 20 closest neighbors of different anchor genes (anchor gene used given in parentheses, anchor genes forming clusters given in bold): KLF4-**IRS2**-TSC2, CHD7-**GYS1** (IRS2); ATXN2-**FRAP1**, RCOR1-**Rab10** (P110ß), ALPL2-**AKT1** (AKT2), **P110ß-AKT2-Rab10** (AKT1) and TSC2-**FRAP1-Raptor** (FRAP1).

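RCOR1, a corepressor that acts with REST, had the closest relation to its anchor gene: with RAB10 the correlation was 0.765 over the 19 D mice outside the narrow-range arrays (permutation p = 0.00021, adjusted p = 0.00196, r = 0.755) and 0.887 over all 26. APLP2, a relative of the amyloid precursor protein, had a correlation of 0.565 with AKT1 over the 26 mice (permutation p = 0.00298), but of −0.09 within the 19 (permutation p = 0.704, r = −0.32, permutation p = 0.182). S3 Table marks another AKT1 probe set as an anchor, which was not tried with APLP2. For ATXN2, an RNA-binding protein, and FRAP1 no relation was detectable: −0.19 over 26 mice (permutation p = 0.35, r = −0.22) and 0.288 over the 19 (permutation p = 0.231). RCOR1 (−0.88, SE 0.185, adjusted p = 0.00874 in limma) and APLP2 (−0.76, SE 0.155, adjusted p = 0.00797) fell in DW16 (n = 9) relative to DC16 (n = 5). The study does not name its ATXN2 probe set, and the one with the highest level, used here, did not change detectably (0.11, SE 0.172, adjusted p = 0.671), whereas other ATXN2 probe sets fell by 1.05 and 0.79 (adjusted p = 0.00511 and 0.00605). In DW16 mouse 8 RCOR1 was 9.07 and in mouse 9 it was 8.09, next to 8.16 ± 0.334 in the 7 narrow-range mice and 9.14 in DC16.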

Based on their interactions with different anchor genes five novel genes were introduced into the network: Chromodomain Helicase DNA binding protein 7 (CHD7), Amyloid beta (A4) Precursor-Like Protein 2 (APLP2), Ataxin-2 (ATXN2), and Kruppel-Like Factor 4 (KLF4) and REST CoRepressor 1 (RCOR1) (Fig 3). The inferred interactions are supported by the literature or databases as following. Interaction between the APLP family of molecules and AKT1 has been observed before [39]. Ataxin-2 modifies the abundance of several translation factors while mTOR (FRAP1) associated with Raptor regulates translation through S6 kinase [40]. Rab10 was determined as a potential transcriptional target of RCOR1 using ChiP-seq datasets by the Encyclopedia of DNA Elements (ENCODE) project [41, 42].

### *In silico* reverse confirmation of novel network genes (Step 5)

Among the top 20 genes most highly correlated with IRS2 we extracted five genes that a literature search identified as transcriptional regulators: KLF4, ANKRD11, ZMYND8, CHD7 and NFIX (Fig 4 and S4 Table). Among these, transcription factor KLF4 expression most highly correlated with IRS2 expression (correlation coefficient 0.86) (Fig 4). 

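KLF4, a zinc finger transcription factor, and IRS2 varied together from mouse to mouse. Within the 19 D mice outside the narrow-range arrays the correlation was 0.681 (permutation p = 0.00186, adjusted p = 0.00651, r = 0.67, permutation p = 0.00177). Within the 7 narrow-range DW16 mice, where both genes are low, no relation was detectable (0.143, exact permutation p = 0.783, r = 0.156). Over all 26 mice, the study's measure, it was 0.859 ± 0.0503 (jackknife SE, permutation p = 1e-05, adjusted p = 1.4e-05, r = 0.937), and 0.83 without the 2 mice farthest from the median of KLF4 (r = 0.92). Other regulators had correlations with IRS2 within the 19 mice: ANKRD11 with 0.626 (permutation p = 0.00497, adjusted p = 0.0107), NFIX with 0.588 (adjusted p = 0.0179), CHD7 with 0.567 (adjusted p = 0.0231) and ZMYND8 with 0.561 (adjusted p = 0.0234), where over 26 mice they had 0.829, 0.813, 0.816 and 0.818. Over the 17 D mice that are not DW16 no relation was detectable for NFIX (0.456, adjusted p = 0.0941 in a permutation test) or CHD7 (0.449, adjusted p = 0.0968), and ANKRD11 and ZMYND8 had 0.647 and 0.623 (adjusted p = 0.0186 and 0.0189). KLF4 fell from 10.79 ± 0.419 in DC16 (n = 5) to 8.93 ± 0.897 in DW16 (n = 9), a difference of −1.86 (SE 0.384, adjusted p = 0.00824 in limma). It was 8.49 ± 0.163 in the 7 narrow-range mice and 10.13 and 10.79 in mice 8 and 9, and another KLF4 probe set was not called (−0.50, SE 0.273, adjusted p = 0.186). ANKRD11 (−1.33, SE 0.255, adjusted p = 0.0067) and ZMYND8 (−0.88, SE 0.156, adjusted p = 0.00509) fell as well on the probe sets of the study, whereas another ANKRD11 probe set rose (1.25, adjusted p = 0.00492) and other ZMYND8 probe sets were not called (−0.22 to 0.20).

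**Figure D3:**
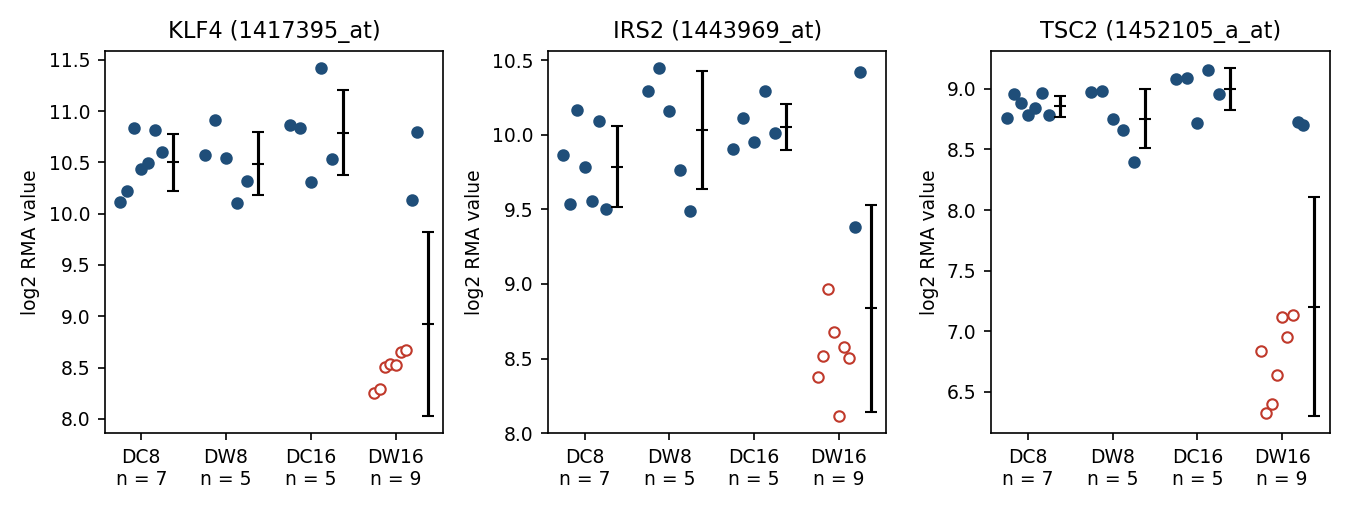
Levels of KLF4, IRS2 and TSC2 in each D mouse by group. Bars are mean ± SD, and open red circles are the 7 DW16 mice on narrow-range arrays.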

In support of this observation a strong association of KLF4 with IRS2 expression had previously been observed [43]. Furthermore, using the Ensemble database we found binding motifs for KLF4 ({G/A}{G/A}GG{C/T}G{C/T}) in the promotor sequence of IRS2 (S5 Table). Two of these were highly conserved across human, mouse and rat IRS2 promotors.

**Fig 4:**
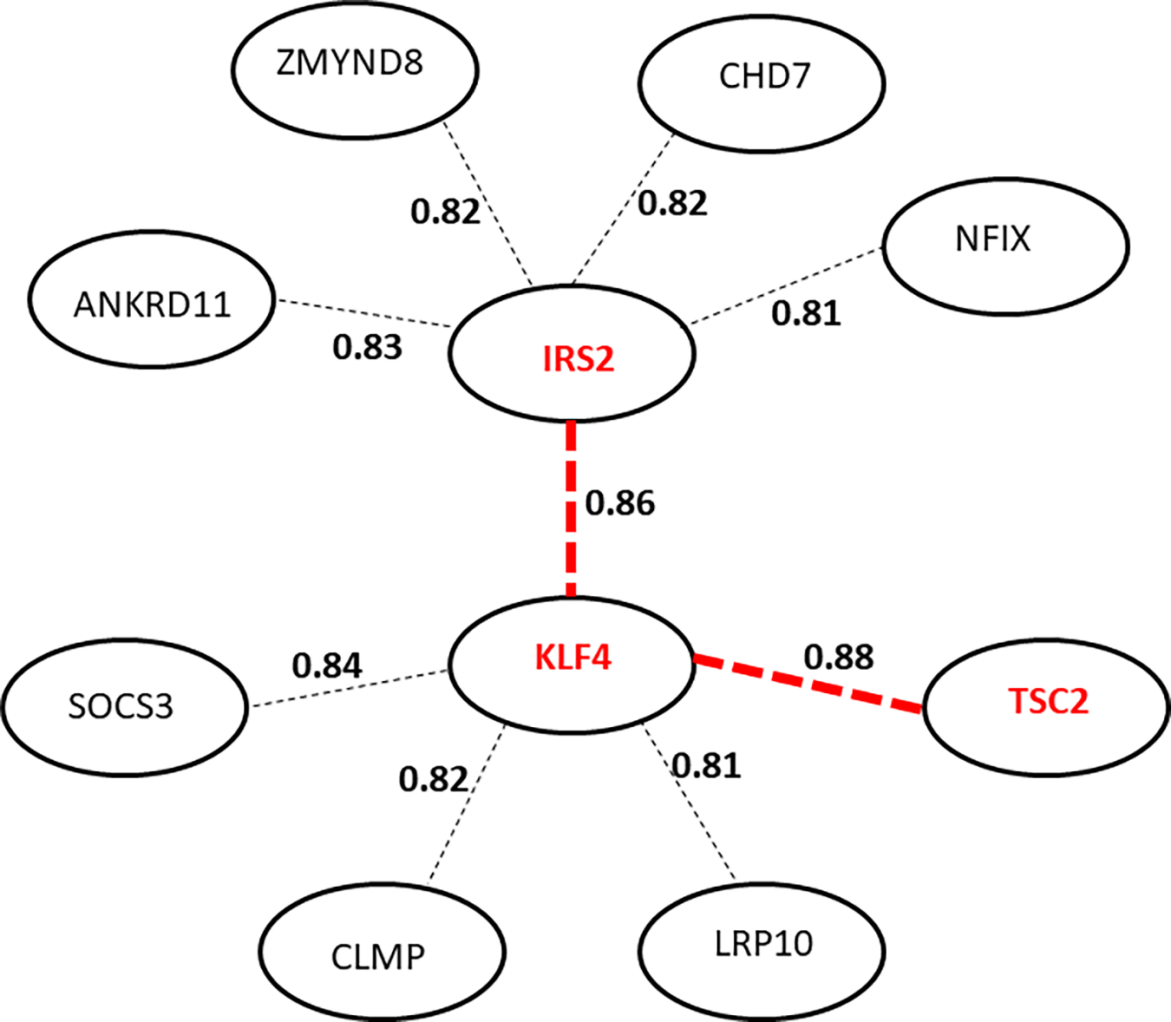
Reverse application of BAKE. Network expansion around IRS2 identified 5 neighbors (connected to IRS2 through dotted edges) that are transcriptional regulators. The degree of correlation between the gene expression profiles across the four conditions (DC8, DC16, DW8 and DW16) are shown as numbers on the edges connecting the genes. The network around KLF4, the strongest neighbor of IRS2, was similarly expanded as for IRS2 to rediscover IRS2 as one of KLF4’s neighbor along with TSC2, KLF4’s strongest neighbor. The edges connecting KLF4, IRS2 and TSC2, are highlighted in red to mark their strong associations. Note that the correlation coefficient between the expression profiles of TSC2 and IRS2 was also remarkable with 0.76 (not shown).

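Over the 26 D mice TSC2, the GTPase-activating subunit that holds mTORC1 in check, and IRS2 had a lower correlation with each other than either had with KLF4. The same order held over the 19 outside the narrow-range arrays, and the difference was not tested. Within the 19 D mice outside the narrow-range arrays the correlation was 0.451 (permutation p = 0.0538, adjusted p = 0.0717, r = 0.464, permutation p = 0.0443, adjusted p = 0.062). In the 7 narrow-range DW16 mice it was −0.57 (exact permutation p = 0.2, r = −0.64, exact permutation p = 0.118). The pooled value over 26 mice was 0.756 ± 0.0989 (jackknife SE, r = 0.885), and 0.716 without the 2 mice farthest from the median of IRS2 (r = 0.874). The relation did not reach an adjusted p of 0.05 within either cluster, but over the 17 D mice that are not DW16 it was 0.583 (adjusted p = 0.0273 in a permutation test). With each of the 26 mice centred on its condition mean it was 0.691 (adjusted p = 0.0028 in a permutation test). KLF4 and IRS2 had 0.688 in that setting, so the order did not hold there.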

To reversely validate this novel gene’s network interaction, we next expanded the network around KLF4 using the same strategy as described above for IRS2. From this reverse BAKE application, several known insulin signaling pathway genes including IRS2 were identified as close neighbors of KLF4 (L_KLF4_; S6 Table). In particular, re-identification of IRS2 as one of the closest neighbors of KLF4 (correlation coefficient 0.86) confirmed the relationship between the two. Also among the 20 closest neighbors of KLF4 were TSC2 (correlation coefficient 0.88) and Suppressor of Cytokine Signaling 3 (SOCS3) (correlation coefficient 0.84) (Fig 4). 

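KLF4 and IRS2 ranked each other high, but not exclusively: among all probe sets on the array IRS2 ranked 35 for KLF4, and the neighbor at rank 20 had a correlation of 0.867. IRS2 lies outside the 944 probe sets, so it has no rank among them. CLSTN1, a membrane protein of vesicle transport (0.878), FLII, an actin-binding regulator (0.872), and the dynactin subunit DCTN1 (0.869) were the next neighbors of KLF4 after TSC2, and 18 of the 20 in S6 Table were found again. The fall of these 3 genes in DW16 was −1.11, −1.15 and −1.69.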

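Over the 26 D mice TSC2 was the closest of all neighbors of KLF4 among the 944 probe sets, and SOCS3 ranked 15. Among all probe sets on the array they ranked 10 and 65. Among the 944, TSC2 ranked 2 over the 17 D mice that are not DW16 and 4 with each mouse centred on its condition mean. It ranked 5 over the 19 D mice outside the narrow-range arrays and 92 over the 19 E mice. Within the 19 D mice outside the narrow-range arrays TSC2 and KLF4 had a correlation of 0.714 (permutation p = 0.00078, adjusted p = 0.00437, r = 0.665, permutation p = 0.00198), and SOCS3 and KLF4 of 0.649 (permutation p = 0.00323, adjusted p = 0.00822, r = 0.67, permutation p = 0.00165). Within the 7 narrow-range DW16 mice the values were 0.643 (exact permutation p = 0.139, r = 0.533) and −0.11 (exact permutation p = 0.84, r = −0.21). Over 26 mice they were 0.882 ± 0.0662 (jackknife SE, r = 0.965) and 0.842 (r = 0.958), and without the 2 mice farthest from the median of KLF4 0.856 and 0.821. TSC2 fell from 9.00 ± 0.171 in DC16 (n = 5) to 7.20 ± 0.9 in DW16 (n = 9; difference −1.80, SE 0.369, adjusted p = 0.0082 in limma). It was 6.77 ± 0.329 in the 7 narrow-range mice, and 8.72 and 8.70 in mice 8 and 9. From its analysis as a whole the paper identifies KLF4 as a network gene closely correlated with IRS2 and TSC2.

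**Figure D4:**
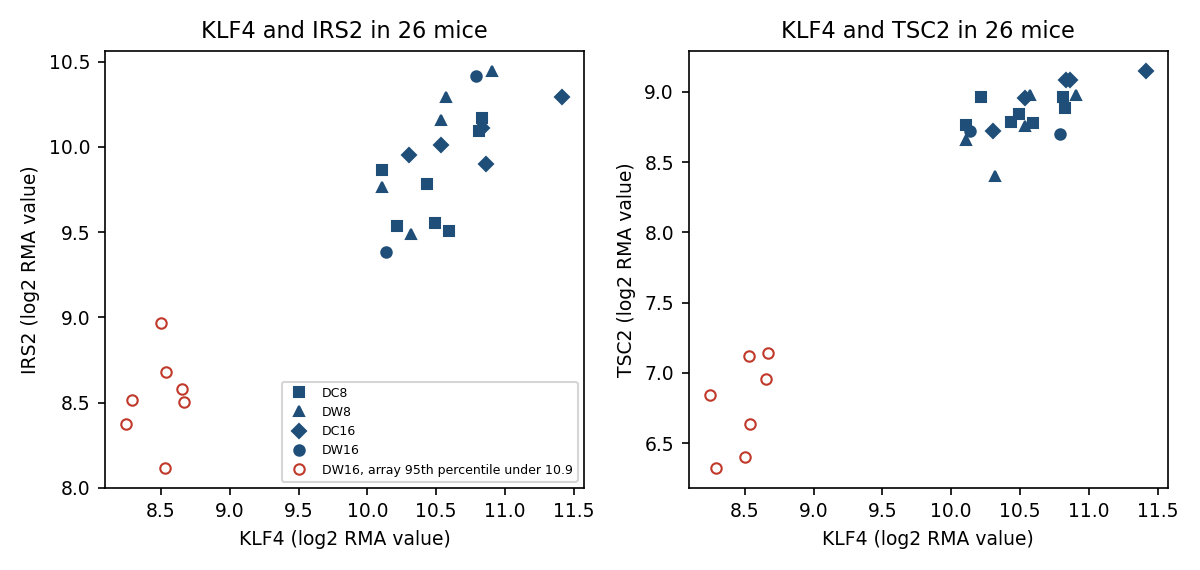
IRS2 (left) and TSC2 (right) against KLF4 in the 26 D mice. Open red circles are the 7 DW16 mice on narrow-range arrays, which form a separate cluster.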

TSC2 is also a well-known intermediate in the insulin signaling pathway [37], while SOCS3 modulates insulin signaling [44]. When analyzing the TSC2 promoter using the Ensemble database, we found one KLF4 binding motif that was reasonably conserved between human, mouse and rat (S7 Table). 

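CLMP, an adhesion protein of the tight junction family, fell by 0.90 (SE 0.16, adjusted p = 0.00511 in limma) in DW16 (n = 9) relative to DC16 (n = 5), and all 9 DW16 mice lay beyond the DC16 mice, whereas another CLMP probe set did not change detectably (0.14, adjusted p = 0.625). Within the 19 D mice outside the narrow-range arrays its correlation with KLF4 was 0.546 (permutation p = 0.0171, adjusted p = 0.0266, r = 0.493, permutation p = 0.0314), and over the 26 mice 0.817. In the 7 narrow-range DW16 mice it was 0.679 (exact permutation p = 0.11, r = 0.795, exact permutation p = 0.0369, adjusted p = 0.103). The lipoprotein receptor relative LRP10 had 0.54 within the 19 mice (adjusted p = 0.0292) and 0.814 over the 26, and ranked 34 among the 944 probe sets. CLMP is not one of the 944 and ranked 151 for KLF4 among all probe sets.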

Upon further expansion to the 50 closest neighbors of KLF4, Coxsackie- and adenovirus receptor-Like Membrane Protein (CLMP, rank 35), a known KLF4 target gene in mouse TM4 Sertoli cells [45] was identified.

### Experimental validation of IRS2 and TSC2 regulation by KLF4

The above BAKE analysis enabled us to computationally identify KLF4 as a network gene closely correlated with IRS2 and TSC2 in the insulin signaling pathway (Fig 5A). As binding motifs for KLF4 were present in IRS2 and TSC2 promoters, we conjectured that KLF4 was a transcriptional regulator of IRS2 and TSC2 [3, 46] (Fig 5B). To experimentally corroborate this relationship, we used a conditional knockout mouse model of KLF4 (*KLF4*^*+/-*^) [33]. We found that IRS2 and TSC2 mRNAs were, in fact, downregulated 3.5 (p = 0.04) and 2.8 fold (p = 0.057), respectively, in adipose tissues of *KLF4*^*+/-*^ mice compared to KLF4 *wild-type* mice (Fig 5C). Thus, this corroborated the concept that KLF4 regulates IRS2 and TSC2 expression.

**Fig 5:**
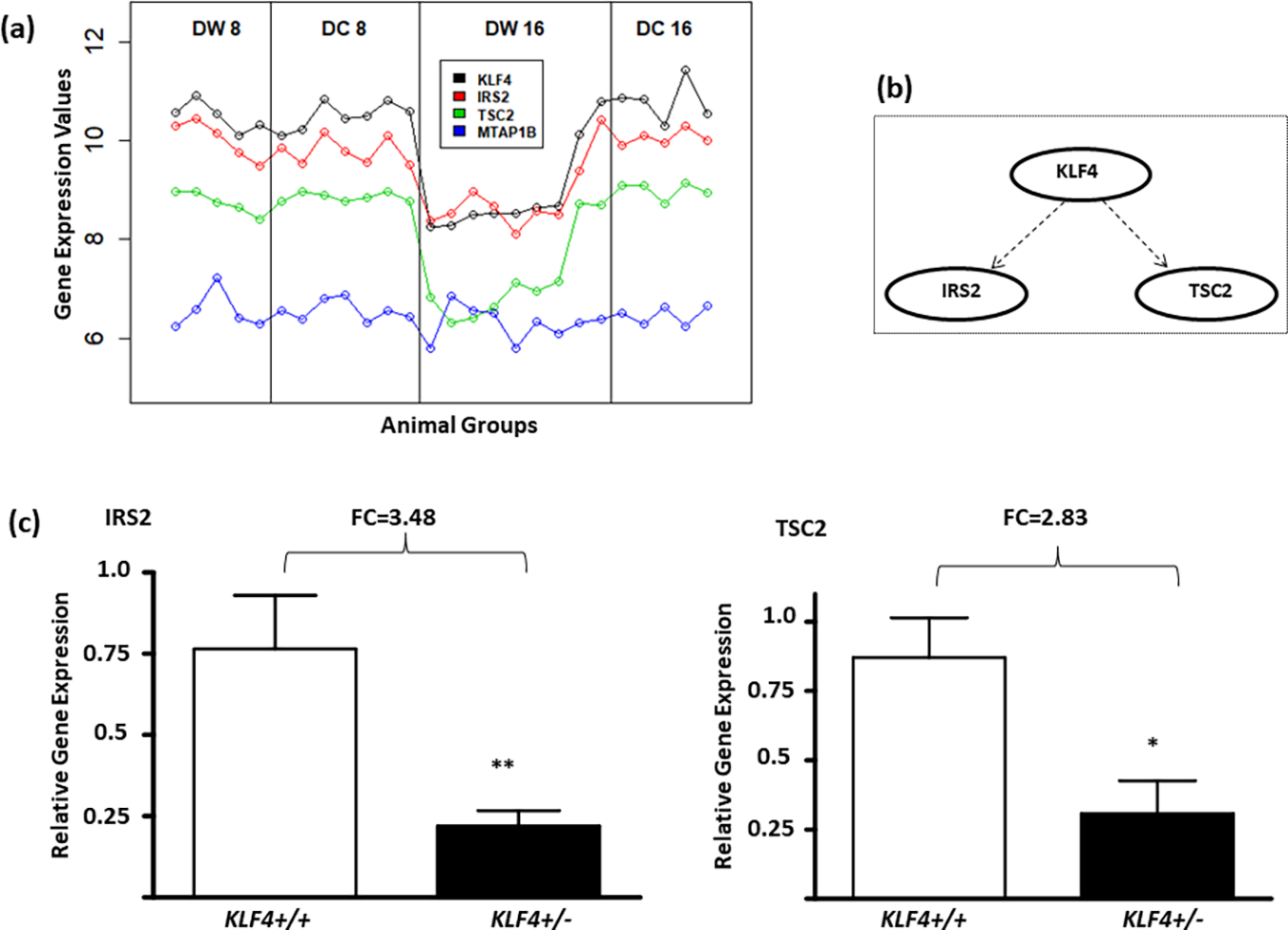
Regulation of IRS2 and TSC2 by KLF4. (a) Strong correlation of expression patterns of KLF4, IRS2 and TSC2 across different conditions (DC8, DW8, DC16, DW16), but little correlation with expression of the negative control gene, MTAP1B, across the different conditions. (b) Since KLF4 is a known transcriptional regulator and KLF4 binding motifs are present in IRS2 and TSC2 gene promoters, we conjectured that KLF4 regulates the expression of the two genes. (c) Relative mRNA expression levels (shown as means +/- SEM) of IRS2 (left panel) and TSC2 (right panel) in adipose tissues of KLF4-deficient (*KLF4*^*+/-*^, N = 4) and KLF4 *wild type* (*KLF4*^*+/+*^, N = 4) adipose tissues with fold changes (FC) as indicated. * p = 0.06 and ** p <0.05. The relative expression levels of MTAP1B mRNA were not different between *KLF4*^*+/-*^ and *KLF4*^*+/+*^ adipose tissues.

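MTAP1B (MAP1B), a microtubule-associated protein of neurons, had similar levels in all D groups: 6.57 ± 0.208 in DC8 (n = 7), 6.55 ± 0.398 in DW8 (n = 5), 6.47 ± 0.19 in DC16 (n = 5) and 6.29 ± 0.349 in DW16 (n = 9). Its difference between DW16 and DC16 was −0.17 (SE 0.161, adjusted p = 0.441 in limma). At 8 weeks KLF4, IRS2 and TSC2 did not differ detectably between DW8 and DC8 (−0.01, 0.24 and −0.10; adjusted p = 0.984, 0.485 and 0.642). Over the 26 D mice MTAP1B had a correlation of 0.13 with KLF4 (permutation p = 0.524, r = 0.311), 0.315 with IRS2 (permutation p = 0.117, r = 0.446, permutation p = 0.022, adjusted p = 0.0246) and 0.0421 with TSC2 (permutation p = 0.838, r = 0.235). Within the 19 outside the narrow-range arrays these were −0.07, 0.125 and −0.15. In the 19 E mice, by contrast, MTAP1B had a correlation of 0.611 with KLF4 (permutation p = 0.00652, r = 0.631) and 0.784 with IRS2 (permutation p = 9e-05, r = 0.797). The KLF4-deficient mice are not part of the arrays used here.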

### Assessment and comparison of overall network inference accuracy by BAKE

The results from the above analysis suggested a high prediction accuracy of BAKE for biological network inference. However, it was uncertain what degree of novel real network discovery could be achieved by the BAKE approach overall. Therefore, to evaluate overall accuracy of novel gene discovery and network relationships inferred by BAKE, we reconstructed an established adipogenesis regulatory network containing 84 pathway genes represented by 225 Affimetrix probes from the literature [47–51] and Qiagen’s IPA® network analysis tool (S3 Fig). Among the pathway genes 52 genes (represented by 73 Affimetrix probes) were differentially expressed between DW16 and DC16 adipocytes at p = 0.01 (L_path adipog_ listed in S8 Table and shown in either green or red in S3 Fig). Among these 52 genes we randomly selected 20 as anchor genes (represented by 20 Affimetrix probes) (L_anchor adipog_) (shown in red in S3 Fig) and the remaining 32 genes/probes as hidden genes (L_hidden_, shown in green in S3 Fig) for our evaluation of BAKE network discovery. 

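Regulators of adipocyte differentiation lay lower in DW16 than in DC16 adipocytes. Of the 21 measured adipogenesis genes that S10 Table names, 4 were called lower over all probe sets and 14 when adjusted over the list alone, with 1 higher (median −0.83; camera adjusted p = 0.000169 with a preset and 0.589 with an estimated correlation). RXRA, the nuclear receptor that pairs with PPARγ, fell by 0.94 (SE 0.17, adjusted p = 0.00549 in limma, DW16 n = 9, DC16 n = 5), the protease inhibitor TIMP3 by 1.26 (SE 0.25, adjusted p = 0.00742) and the clock repressor NR1D1 by 1.51 (SE 0.31, adjusted p = 0.00824). The list is part of the study's own result, drawn from genes it chose for a difference between DW16 and DC16 in these mice. Its median, counts and camera test are therefore not independent evidence. With the narrow-range arrays left out the list had an adjusted p = 0.0357.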

We then used BAKE’s sequential analysis steps to identify relationships of anchor genes with candidate genes in L_0_ (L_0_ = 1317 genes, S2 Table). To strengthen the biological information for adipogenesis network construction, we added adipocyte gene expression data from *ApoE*^*-/-*^ mice fed a Western diet for 8 and 16 weeks (EW8 (n = 6), EW16 (n = 8) and EC16 (n = 5)) to the data from *IR*^*+/-*^ *IRS*^*+/-*^ *ApoE*^*-/-*^ mice (DC8, DW8, DC16 and DW16) when determining Spearman’s rank correlation between gene expression profiles. 

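The insulin receptor, a targeted gene, had less transcript in D than in E mice at 16 weeks by its probe set of highest level. This was lower in DW16 (9.47 ± 0.265, n = 9) than in EW16 (10.50 ± 0.458, n = 8) by 1.03 (exact permutation p = 8.23e-05, adjusted p = 0.000988), and by 0.88 in DC16 relative to EC16 (exact permutation p = 0.00794, adjusted p = 0.0318). At 8 weeks the difference was −0.56 (exact permutation p = 0.0368, adjusted p = 0.0883). Another insulin receptor probe set was lower in DW8 (4.07) than in EW8 (4.25) by 0.18 (exact permutation p = 0.00433, adjusted p = 0.026). Those levels lie within the range of the Y-linked gene UTY in these female mice (3.45 to 4.59), so no conclusion on receptor transcript is drawn from them. At 16 weeks the probe sets other than that of highest level did not differ detectably (adjusted p = 0.111 to 1). IRS1 was lower by 0.69 in DW16 than in EW16 (exact permutation p = 0.0148, adjusted p = 0.0444), where 7 of 9 and 3 of 8 arrays are narrow-range, and not detectably so in DC16 (exact permutation p = 0.405) or DW8 (exact permutation p = 0.595), though the differences between these comparisons were not tested. These tests are two-sided, and the adjustment is over the probe sets of both genes in 3 comparisons. In EW16 mice KLF4 was 9.12 ± 0.636 (n = 8) and in EC16 10.81 ± 0.22 (n = 5), a difference of −1.70 (SE 0.273, adjusted p = 0.00359 in limma), and IRS2 fell by 1.62 (SE 0.27, adjusted p = 0.0041). Over the 16 E mice outside the narrow-range arrays KLF4 had a correlation of 0.968 with IRS2 (permutation p = 1e-05, r = 0.981) and 0.694 with TSC2 (permutation p = 0.00369, r = 0.87). Over all 19 the values were 0.953 and 0.805. In both sets the EW16 mice other than mouse 4 lie apart from the rest in KLF4 and IRS2, in the 16 as mice 5 to 8. The correlations therefore include that difference between groups of mice.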

Genes that were identified as novel after the application of the BAKE steps described above are listed in S9 Table. Six of these were hidden genes (L_hidden_, shown in bold in S9 Table) for which relationships to anchor genes were correctly inferred. We thus designated these as True Positives (TP). The remainder were designated False Positives (FP). Sensitivity, specificity and positive predictive values (PPV) for discovering relevant novel genes were then calculated (Table 1).

**Table 1:** Comparison of performance of BAKE and GP-DREAM in adipogenesis network construction.

Performance Measure	Discovery of Novel Genes ^a^	
	**BAKE**	**GP-DREAM**
Sensitivity^b^	11%	34%
Specificity^b^	98%	50%
PPV^b^	16%	2%

^a^ Novel genes present in the hidden gene list (L_hidden_) were classified as True Positives (TP) while those that were not among the hidden genes were designated False Positives (FP). False Negatives (FNs) were those hidden genes that were not successfully discovered and True Negatives (TNs) were those genes correctly not discovered because they were not in the hidden gene list.

^b^Sensitivity = TP/(TP+FN), Specificity = TN/(TN+FP) and Positive Predictive Value (PPV) = TP/(TP+FP).

Note that the performance values in Table 1 are conservative estimates of performance as some of the novel genes discovered or gene interactions classified as false positives may be relevant to the network but are not yet supported by the literature. For example, we further examined 45 false positive gene relationships between two anchor genes and a novel gene that were discovered by BAKE (S10 Table). 

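In the values as deposited, gene pairs that the literature links did not differ detectably from the others in the size of their correlation over all mice. In S10 Table 38 of the 45 pairs could be computed, 19 classed as true and 19 as false positives: over the 45 mice their absolute Spearman correlations were 0.555 ± 0.21 and 0.474 ± 0.198 (permutation p = 0.228, two-sided). All 19 true pairs had a positive correlation and 10 of the false pairs a negative one, so that with the sign kept the means were 0.555 and 0.0498 ± 0.523 (permutation p = 0.00037). That test was added after the signs had been seen and restates them, and the 10 negative pairs all hold PIK3CD or RAPGEF3. An absolute value of at least 0.72 was reached by 4 true and 0 false pairs over the 45 mice, and by 3 true and 5 false pairs, 3 of these negative, over the 26 D mice (permutation p = 0.641 for the means). With the 10 narrow-range arrays left out the absolute means were 0.372 and 0.231 (permutation p = 0.0433 over 35 mice), and 3 true and 7 false pairs were negative. After quantile normalization again the absolute means over the 45 mice were 0.475 and 0.336 (permutation p = 0.0394). Pairs that share a gene are not independent, so these p-values can be too small. The study inferred the pairs of both classes from correlations over these mice, so both were chosen on the quantity compared. The comparison therefore cannot tell whether correlation follows literature links among gene pairs in general.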

Literature evidence and molecular interaction databases were used to classify the interactions as True Positives (TPs, regulatory interactions between genes supported by the literature, 22 gene interactions), False Positives (FPs, regulatory interactions not supported by literature, 23 gene interactions) (S10 Table). The accuracy in terms of PPV of BAKE in inferring gene relationships could then be improved to 49% or higher (= 22/45).

We then also compared the performance of our adipogenesis network reconstruction inferred by BAKE with the most widely used and highly cited Network Inference (NI) approaches, the Gene Pattern-Dialogue on Reverse Engineering Assessment and Methods (GP-DREAM) [22, 24]. GP-DREAM is a public platform that was formerly freely available for application of network inference methods on gene expression data and is maintained by DREAM challenge organizers and Gene Patten team at the Broad Institute. GP-DREAM utilizes assembled information from multiple NI techniques including the Context Likelihood of Relatedness (CLR, ranking gene interactions by estimating Mutual Information (MI) between genes, [5]), Correlation (ranking gene relationships based on the degree of correlation in their expression patterns, [22]), and GEne Network Inference with Ensemble of trees (GENIE3, expression profile of each novel gene is predicted from the expression profiles of anchor genes using a tree based ensemble method and the gene relationships are ranked based on the importance of anchor genes for the prediction (19)). When applying GP-DREAM to the 84-gene adipogenesis network, ranks for candidate gene relationships from these methods were integrated by averaging them for further analysis. Unlike BAKE, GP-DREAM did not directly provide a specific number of candidate networks for further investigation. When all candidate networks identified by the GP-DREAM were considered, it showed a very high false positive error rate of 50% (compared to 2% by BAKE) and very low PPV of 2% (compared to 16% by BAKE). The performance of GP-DREAM after combining the three NI approaches is also summarized in Table 1. As examined with additional literature information for BAKE, if PPV of gene relationship inference by GP-DREAM was assessed similarly with the top 30, 40 and 50 candidate networks, it yielded PPV of 40%, 35%, and 42%, respectively. Therefore, the BAKE approach with PPV>49% still outperformed the ensembled network inference approach by GP-DREAM with a significantly lower rate of false positives.

## Discussion

Different computational network mining and modeling approaches have been developed in recent years to reconstruct complex biological networks from high throughput molecular data in genomics, proteomics, metabolomics and other omics-based studies. In *silico* network mining techniques, however, often identify numerous false network interactions that can only be conclusively uncovered by performing extensive biological experiments. Some recent computational network inference techniques may yield as high as 98% false positives when identifying novel gene interactions in an adipogenesis network (**Table 1**). To overcome this critical shortcoming, we have developed BAKE, a new bioinformatics investigation strategy that is based on interactive sequential integration of known biological information and computational *in silico* analysis. Specifically, we have formalized an approach that researchers often already use to effectively investigate and validate their omics data-based discovery as five sequential BAKE analysis steps: *in silico* search → literature mining → integration and association of *in silico* search and literature mining → *in silico* network expansion around known network genes → *in silico* reverse-confirmation and use of literature and data resources for confirmation. Note that BAKE is an omics-based network inference approach rather than a fixed algorithm or software. Nevertheless, the full use and order of the five BAKE interactive and integrative analysis steps, combining computational discovery and known information, is important. In earlier BAKE attempts, we omitted some of these analysis steps and found that performance was significantly worse. For instance, gene clustering before biological knowledge anchoring resulted in numerous false positive gene clusters.

As we demonstrated, the implementation of the sequential BAKE analysis steps dramatically increased the likelihood of identifying true positives. When applying BAKE to an experimental animal model of insulin resistance progression, we discovered a novel regulatory transcription factor KLF4 to interact with IRS2 and TSC2, two key intermediates in the insulin signaling pathway. We were then able to experimentally corroborate a role for KLF4 in regulating IRS2 and TSC2 expression using KLF4 knockout mice. These investigations suggest that reduced expression of KLF4 triggered by a high-fat diet in our mouse model (*IR*^*+/-*^*IRS1*^*+/-*^*ApoE*^*-/-*^) may mediate down-regulation of IRS2 and TSC2 expression thereby impairing insulin signaling in adipocytes and promoting insulin resistance. 

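In D mice KLF4 and TSC2 fell at 16 weeks, and at 8 weeks no difference was detectable in them or in IRS2. The difference between the diet effects at 8 and 16 weeks was not called: −1.85 for KLF4 (SE 0.452, adjusted p = 0.026 in limma), −1.46 for IRS2 (SE 0.361, adjusted p = 0.0272) and −1.69 for TSC2 (SE 0.421, adjusted p = 0.0275). Of 9 DW16 mice, 8 had KLF4 below every DC16 mouse, and likewise for IRS2 and TSC2. The exception was mouse 9 for KLF4 and for IRS2 (10.42), and mouse 8 for TSC2. Without the 7 narrow-range mice the differences were −0.33 for KLF4 (adjusted p = 0.846 in limma), −0.15 for IRS2 (adjusted p = 0.929) and −0.29 for TSC2 (adjusted p = 0.687), with 2 DW16 and 5 DC16 mice. With quantile normalization again the difference in KLF4 was −1.5 (adjusted p = 0.0106), and leaving out any 1 of the DC16 mice or of DW16 mice 1 to 7 took both KLF4 and TSC2 past an adjusted p of 0.01. In E mice low values also occur outside the narrow-range arrays. EW16 mice 5 to 8 had KLF4 at 9.06 ± 0.337, IRS2 at 8.331 ± 0.162 and TSC2 at 7.635 ± 0.073. The EC16 means were 10.81, 10.1 and 8.865, and EW16 mouse 4 lay near them (10.47, 9.861 and 8.926). Mice 5 to 8 differ from the other EW16 mice in many genes. The paper, which reports lower IRS2 and TSC2 mRNA in heterozygous KLF4 mice, proposes that less KLF4 on the diet may mediate lower expression of both.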

To our knowledge, this is the first study to report the expression regulation of KLF4 on the key intermediates in the insulin signaling pathway, so a further investigation will be of high interest for its biological mechanisms and regulation.

One of the key features of BAKE was the use of SPC algorithm. The ability of SPC algorithm to naturally deduce gene relationships as well as their strength and closeness through the algorithm’s temperature gradient without much intervention from the user was an attractive feature that led us to use it in BAKE. One of the questions that arose while implementing SPC algorithm in BAKE (Step 4, Expansion of networks around known network genes) was to decide on the number of anchor and novel genes to be clustered by SPC. While it is difficult to define an exact number of anchor genes, we empirically found that our SPC and other algorithms we used perform well when the total number of both anchor and novel genes was around 40 (that is, L_neighbor_ + L_anchor_ = 40). Therefore, the number of novel genes (L_neighbor_) that can be effectively introduced and computationally investigated with the known network genes is dependent on the number of anchor genes. For example, SPC with ~40 genes at K (number of nearest neighbors for clustering) = 10 generally produced stable clusters of 3 to 5 genes, which is an ideal size to study interactions between anchor and novel genes. If the total number was larger or smaller, the number or size of clusters tended to be too large or too small. BAKE/SPC algorithm is not directly sensitive to the number of genes in L_anchor_ but we used this empirical guideline for defining the number of novel genes to be investigated and suggest to keep L_anchor_ = L_neighbor_ = 20. This helps to generate more clusters involving anchor and novel genes, ideal for network expansion around known network genes in Step 4 of BAKE.

BAKE also has limitations in the current form. We assumed that two genes were functionally associated if their expressions were correlated across different conditions. Since we removed overall mean differences among different conditions by quantile normalization, remaining associations would be largely due to biological causes rather than experimental artifacts. However, this may not completely remove indirect biological associations between genes such as epiphenomenal effects. Also, some BAKE steps depend on researchers’ decisions, including the choice of relevant high throughput molecular data representing biological conditions of interest and the selection of prior knowledge in pathways of interest. Prior knowledge in turn is dependent on the reliability of information in the literature and public genomic databases used. Nevertheless, to make omics-based biological investigations practical, these may generally need to be restricted by subjective directions of interest. Our BAKE approach, which we frame as “objective use of subjective information,” enables a systematic search for novel network genes using prior knowledge of biological mechanisms of interest. Another limitation of BAKE is that it uses static gene expression data, and thus cannot resolve direction of edges in the network. We plan to use dynamic information from high throughput molecular data in future gene network inference. Finally, BAKE cannot infer complex gene regulatory interactions such as feedback loops and synergistic gene regulations as it relies on a one-dimensional association search for novel network genes. Further improvements will be required to overcome such limitations.

## Supporting information

S1 Fig Determination of the optimal correlation threshold for selection of L_1_ from L_0_. Comparison of correlation coefficients of L_0_ genes with insulin signaling pathway genes (L_path_) and non-pathway genes (L_pathrandom_) was repeated 100 times (with L_pathrandom_ also randomly sampled 100 times) using Response Operator Characteristics (ROC) curves. Youden’s J Index was estimated for the 100 comparisons in the ROC curve and the median correlation threshold for maximum Youden’s J Index was estimated as 0.72. A more detailed description is provided under step 3 of BAKE in Materials and Methods.
(PDF) Click here for additional data file.

S2 Fig Temperature profile of clusters generated by BAKE at higher resolution. The central part of the temperature profile shown in Fig 2B bottom panel was magnified. The circled clusters (same as in Fig 2B) are the most stable clusters surviving higher temperatures. Anchor genes within the clusters are highlighted in bold.
(PDF) Click here for additional data file.

S3 Fig Adipogenesis network. The adipogenesis network was constructed based on literature [47–51] and Qiagen’s IPA^®^ network analysis tool. Significant pathway genes (L_path adipog_, 52 genes (73 probes)) are shown in green or red. Anchor genes (L_anchor adipog_ = 20 genes (20 probes)) are shown in red and hidden genes (L_hidden_ = 40 genes (53 probes)) in green. Eight genes were represented by different probes present in both the anchor and hidden gene list.
(PDF) Click here for additional data file.

S4 Fig Determination of T_critical_ for cluster selection using anchor gene IRS2. Maximum cluster sizes at each temperature (shown as mean +/- SD estimated from N = 100 simulations of SPC clustering) were compared between temperature profiles of clusters obtained with observed gene expression data (red) and random gene expression data (green). T_critical_ (0.11 for the data shown) was defined as the lowest temperature at which maximum of cluster sizes was significantly higher for observed over random expression data or, in other words, the temperature beyond which the clustering pattern between random and observed gene expression data was distinct.
(PDF) Click here for additional data file.

S1 Table Mouse phenotype data. Parameters were determined in random-fed mice before or after euthanasia as described in Materials and Methods. Data are given as means +/- SEM.
(PDF) Click here for additional data file.

S2 Table L_0_ and L_1_ genes. L_0_ represents genes that were differentially expressed between DW16 and DC16 adipocytes. L_1_ represents genes in L_0_ for which expression profiles significantly correlated with expression of insulin signaling pathway genes (L_path_) in adipocytes using data for all four conditions DC8, DW8, DC16 and DW16 (marked L_1_ in table).
(PDF) Click here for additional data file.

S3 Table Insulin signaling pathway (L_path_) genes and anchor genes (L_anchor_). L_anchor_ represents genes in L_path_ that were differentially expressed in adipocytes between DW16 and DC16 (marked L_anchor_ in table). Fold Changes (FC) in gene expression between DW16 and DC16 are given in logarithmic scale (base 2).
(PDF) Click here for additional data file.

S4 Table Twenty novel neighbor genes around anchor gene IRS2 (L_IRS2_). Fold Changes (FC) in expression of neighbor genes between DW16 and DC16 are given in logarithmic scale (base 2).
(PDF) Click here for additional data file.

S5 Table IRS2 promoter analysis. Nucleotide sequences 10 kb upstream of initiation start site ATG were scanned for KLF4 binding motifs ({G/A}{G/A}GG{C/T}G{C/T}) and the positions of motifs compared between human, mouse and rat promoters. Motifs shown in red were considered conserved based on the following criteria. They were found in the promoter of all three species, and located no more than 100 bases of each other across the different species and no more than ~ 1000 bases from the start site. Motifs that were less conserved across the three species due to single base variations are shown in green. Positions in promoters are given relative to translation start sites.
(PDF) Click here for additional data file.

S6 Table Twenty novel neighbor genes around anchor gene KLF4 (L_KLF4_). Fold Changes (FC) in expression of neighbor genes between DW16 and DC16 are given in logarithmic scale (base 2).
(PDF) Click here for additional data file.

S7 Table TSC2 promoter analysis. Promoter regions of human, mouse and rat TSC2 were analyzed as described in legend to Suppl. Table S5. Positions in promoters are given relative to translation start sites.
(PDF) Click here for additional data file.

S8 Table List of differentially expressed adipogenesis network and anchor genes. List of differentially expressed adipogenesis network genes (L_path adipog_, 52 genes represented by 73 Affymetrix probes) between DW16 and DC16 (p<0.01) are shown with fold changes in expression (FC in logarithmic scale to base 2). Among these, 20 genes (represented by 20 Affymetrix probes) were randomly selected as anchor genes (L_anchor adipog_). The remaining genes formed the list of hidden genes (L_hidden_) to be discovered by BAKE through network expansion around anchor genes.
(PDF) Click here for additional data file.

S9 Table Novel genes discovered by BAKE during adipogenesis gene network expansion. Genes are listed in alphabetical order. Hidden adipogenesis network genes discovered among novel genes are in bold.
(PDF) Click here for additional data file.

S10 Table Gene interactions inferred by BAKE during adipogenesis network expansion. Anchor gene-anchor gene and anchor gene-hidden gene interactions inferred by BAKE are shown along with their classification as True Positives (TPs) and False Positives (FPs). Literature evidence for TP gene interactions were obtained from the adipogenesis network shown in S3 Fig or the network analysis tool Ingenuity Pathway Analysis (IPA^®^). In IPA gene interactions are derived and curated from a variety of databases such as Ingenuity Expert Information, microRNA-mRNA interaction database (miRecords), protein-protein interaction databases (including BIND, Cognia, MIPS), BioGRID, Gene Ontology (GO), Online Mendelian Inheritance in Man (OMIM) and Mouse Genome Database (MGD).
(PDF) Click here for additional data file.

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S2 Fig — The central part of the temperature profile shown in Fig 2B bottom panel was magnified. The circled clusters (same as in Fig 2B) are the most stable clusters surviving higher temperatures. Anchor genes within the clusters are highlighted in bold.

## S2 Fig

[illegible]

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S1 Table — Parameters were determined in random-fed mice before or after euthanasia as described in Materials and Methods. Data are given as means +/- SEM.

**S1 Table. Mouse Phenotype Data**

| Animal Group  | Blood Glucose<br>(mg/dL) | Serum Insulin<br>(ng/mL) | Adipose Tissue<br>Weight/Body Weight<br>(%) | Body Weight (g) |
|---------------|--------------------------|--------------------------|---------------------------------------------|-----------------|
| DW8<br>(n=5)  | 181 +/- 6.9              | 3.25 +/- 0.65            | 1.57 +/- 0.12                               | 20.9 +/- 0.37   |
| DC8<br>(n=7)  | 178 +/- 4.8              | 3.03 +/- 0.63            | 1.3 +/- 0.07                                | 19.1 +/- 0.44   |
| DW16<br>(n=9) | 187 +/- 10.2             | 2.36 +/- 0.77            | 1.63 +/- 0.17                               | 21.9 +/- 0.67   |
| DC16<br>(n=5) | 172 +/- 12.1             | 1.96 +/- 0.39            | 1.16 +/- 0.08                               | 21.0 +/- 0.84   |

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S2 Table — L0 represents genes that were differentially expressed between DW16 and DC16 adipocytes. L1 represents genes in L0 for which expression profiles significantly correlated with expression of insulin signaling pathway genes (Lpath) in adipocytes using data for all four conditions DC8, DW8, DC16 and DW16 (marked L1 in table).

**S2 Table. L<sub>0</sub> and L<sub>1</sub> Genes**

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S3 Table — Lanchor represents genes in Lpath that were differentially expressed in adipocytes between DW16 and DC16 (marked Lanchor in table). Fold Changes (FC) in gene expression between DW16 and DC16 are given in logarithmic scale (base 2).

**S3 Table. Insulin Signaling Pathway Genes ( $L_{path}$ ) and Anchor Genes ( $L_{anchor}$ ).**

| $L_{path}$ Genes |                   |                     |                    |
|------------------|-------------------|---------------------|--------------------|
| Probe Set ID     | Gene Symbol       | Log <sub>2</sub> FC | $L_{anchor}$ Genes |
| 1416657_at       | Akt1              | -1.44408            | $L_{anchor}$       |
| 1425711_a_at     | Akt1              | -1.3978             | $L_{anchor}$       |
| 1424480_s_at     | Akt2              | -1.60568            | $L_{anchor}$       |
| 1421324_a_at     | Akt2              | -0.56584            |                    |
| 1455703_at       | Akt2              | -0.07078            |                    |
| 1426239_s_at     | Arrb2             | -0.38043            |                    |
| 1451987_at       | Arrb2             | -0.74716            |                    |
| 1417592_at       | FRAP1             | -0.76872            | $L_{anchor}$       |
| 1436267_a_at     | FRAP1             | -0.38295            |                    |
| 1415958_at       | glut4             | -1.52396            | $L_{anchor}$       |
| 1415959_at       | glut4             | -2.30059            | $L_{anchor}$       |
| 1435638_at       | Gsk3a             | 0.042993            |                    |
| 1434439_at       | Gsk3b             | 0.425375            |                    |
| 1437001_at       | Gsk3b             | 0.039469            |                    |
| 1451020_at       | Gsk3b             | 0.063825            |                    |
| 1454958_at       | Gsk3b             | -0.18383            |                    |
| 1450196_s_at     | GYS1              | -0.88146            | $L_{anchor}$       |
| 1416737_at       | GYS1              | -1.28798            | $L_{anchor}$       |
| 1422447_at       | Ins1              | 0.027214            |                    |
| 1422446_x_at     | Ins2              | 0.195037            |                    |
| 1434446_at       | IR A/B            | -0.00117            |                    |
| 1423104_at       | IRS1              | -0.86892            |                    |
| 1443969_at       | IRS2              | -1.43486            | $L_{anchor}$       |
| 1437672_at       | IRS3              | -0.24064            |                    |
| 1420931_at       | JNK1              | -0.19766            |                    |
| 1421876_at       | JNK2              | -1.41937            |                    |
| 1417273_at       | pdk4              | 0.061052            |                    |
| 1416501_at       | Pdpk1 (PDK1)      | -0.40082            |                    |
| 1415729_at       | Pdpk1(PDK1)       | 0.97709             |                    |
| 1426994_at       | Phlpp1            | -0.33884            |                    |
| 1444593_at       | PHLPP2            | 0.2107              |                    |
| 1435601_at       | PHLPP2            | 0.026679            |                    |
| 1453069_at       | Pik3cb(P110 beta) | -1.02557            | $L_{anchor}$       |
| 1425514_at       | Pik3r1            | 0.175572            |                    |
| 1438682_at       | Pik3r1            | 0.149941            |                    |

|              |               |          |          |
|--------------|---------------|----------|----------|
| 1451737_at   | Pik3r1        | -0.34413 |          |
| 1418463_at   | Pik3r2        | -0.67342 |          |
| 1426044_a_at | PKC-theta     | 0.221952 |          |
| 1417367_at   | pp2ac         | -1.01022 | L_anchor |
| 1456390_at   | pp2ac         | -0.34157 |          |
| 1422553_at   | Pten          | -0.31217 |          |
| 1450655_at   | Pten          | -1.18513 |          |
| 1454722_at   | Pten          | -0.6018  |          |
| 1455728_at   | Pten          | 0.068324 |          |
| 1457493_at   | Pten          | 0.249687 |          |
| 1417068_a_at | PTP 1B        | -0.35068 |          |
| 1438670_at   | PTP 1B        | -0.30576 |          |
| 1453095_at   | Rab10         | -1.19224 | L_anchor |
| 1422664_at   | Rab10         | -0.31038 |          |
| 1429296_at   | Rab10         | -0.86471 |          |
| 1457624_at   | Rab8a         | 0.038289 |          |
| 1440620_at   | Rab8a         | 0.687193 |          |
| 1434619_at   | Raptor        | -1.0083  | L_anchor |
| 1430784_a_at | Raptor        | -0.09409 |          |
| 1458472_at   | Raptor        | 0.344551 |          |
| 1449182_at   | Retn          | -0.10437 |          |
| 1427583_at   | Rictor        | 0.413408 | L_anchor |
| 1435698_at   | Rictor        | 0.20103  |          |
| 1441753_at   | Rictor        | -0.49329 |          |
| 1453775_at   | Rictor        | -0.01628 |          |
| 1429810_at   | Rictor        | 1.335436 |          |
| 1460394_a_at | SHIP2         | -1.17949 | L_anchor |
| 1427699_a_at | SHP2 (ptpn11) | 1.692462 | L_anchor |
| 1451225_at   | SHP2(ptpn11)  | -0.40662 |          |
| 1421196_at   | SHP2(ptpn11)  | -0.00081 |          |
| 1440047_at   | Socs1         | -0.19449 |          |
| 1450446_a_at | Socs1         | -0.43768 |          |
| 1416576_at   | Socs3         | -2.42518 | L_anchor |
| 1455899_x_at | Socs3         | -1.248   | L_anchor |
| 1456212_x_at | Socs3         | -1.5813  | L_anchor |
| 1419448_at   | Tbc1d1        | 0.382683 |          |
| 1447016_at   | Tbc1d1        | 0.604145 |          |
| 1435292_at   | Tbc1d4        | -1.36206 |          |
| 1455903_at   | Tbc1d4        | -0.56784 |          |
| 1419607_at   | Tnfalpha      | -0.58929 |          |

|            |          |          |                     |
|------------|----------|----------|---------------------|
| 1417291_at | Tnfrsf1a | -1.24859 | L <sub>anchor</sub> |
| 1448951_at | Tnfrsf1b | 0.225151 |                     |
| 1437001_at | Gsk3b    | 0.039469 |                     |
| 1451020_at | Gsk3b    | 0.063825 |                     |
| 1454958_at | Gsk3b    | -0.18383 |                     |

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S4 Table — Fold Changes (FC) in expression of neighbor genes between DW16 and DC16 are given in logarithmic scale (base 2).

**S4 Table. Twenty Novel Neighbor Genes Around Anchor Gene IRS2 ( $L_{IRS2}$ )**

| Probe Set ID | Gene Symbol | Gene Title                                               | Log <sub>2</sub> FC |
|--------------|-------------|----------------------------------------------------------|---------------------|
| 1417395_at   | KLF4        | Kruppel-like factor 4 (gut)                              | -2.29942            |
| 1439859_at   | C12orf5     | chromosome 12 open reading frame 5                       | 0.776905            |
| 1448668_a_at | IRAK1       | interleukin-1 receptor-associated kinase 1               | -2.08696            |
| 1452045_at   | ZNF281      | zinc finger protein 281                                  | -1.05731            |
| 1437633_at   | ANKRD11     | ankyrin repeat domain 11                                 | -1.62611            |
| 1419048_at   | PCNX        | pecanex homolog (Drosophila)                             | -0.9939             |
| 1460005_at   | BOD1L       | biorientation of chromosomes in cell division 1-like     | -0.92322            |
| 1425975_a_at | MAPK8IP3    | mitogen-activated protein kinase 8 interacting protein 3 | -1.32734            |
| 1429415_at   | ZMYND8      | zinc finger, MYND-type containing 8                      | -1.00064            |
| 1419191_at   | HIPK3       | homeodomain interacting protein kinase 3                 | -1.06855            |
| 1437745_at   | CHD7        | chromodomain helicase DNA binding protein 7              | -1.44179            |
| 1436363_a_at | NFIX        | nuclear factor I/X (CCAAT-binding transcription factor)  | -1.47594            |

|              |               |                                                             |          |
|--------------|---------------|-------------------------------------------------------------|----------|
| 1438022_at   | RAB11FIP3     | RAB11 family interacting protein 3 (class II)               | -0.72432 |
| 1428472_at   | SPSB1         | splA/ryanodine receptor domain and SOCS box containing 1    | -1.0807  |
| 1427978_at   | KIAA0494      | KIAA0494                                                    | -1.43792 |
| 1433933_s_at | SLCO2B1       | solute carrier organic anion transporter family, member 2B1 | -0.83896 |
| 1436364_x_at | NFIX          | nuclear factor I/X (CCAAT-binding transcription factor)     | -1.55931 |
| 1448298_at   | TNK2          | tyrosine kinase, non-receptor, 2                            | -1.52558 |
| 1433142_at   | 4921504P05Rik | RIKEN cDNA 4921504P05 gene                                  | 0.399526 |
| 1422584_at   | SKIV2L        | superkiller viralicidic activity 2-like (S. cerevisiae)     | -1.51695 |

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S5 Table — Nucleotide sequences 10 kb upstream of initiation start site ATG were scanned for KLF4 binding motifs ({G/A}{G/A}GG{C/T}G{C/T}) and the positions of motifs compared between human, mouse and rat promoters. Motifs shown in red were considered conserved based on the following criteria. They were found in the promoter of all three species, and located no more than 100 bases of each other across the different species and no more than ~ 1000 bases from the start site. Motifs that were less conserved across the three species due to single base variations are shown in green. Positions in promoters are given relative to translation start sites.

**S5 Table. IRS2 Promoter Analysis**

| <b>Binding Site</b> | <b>Position in Mouse Promoter</b> | <b>Position in Human Promoter</b> | <b>Position in Rat Promoter</b> |
|---------------------|-----------------------------------|-----------------------------------|---------------------------------|
| 1. GGGGCGC          | 1366, 1094                        | 1679, 1129, 706, 646              | 1356, 1327, 1078                |
| 2. GGGGCGT          | 1337, 580                         |                                   |                                 |
| 3. GGGGTGC          |                                   | 1878, 1582                        | 1379                            |
| 4. GGGGTGT          |                                   |                                   |                                 |
| 5. GAGGCGC          |                                   |                                   |                                 |
| 6. GAGGCGT          |                                   |                                   |                                 |
| 7. GAGGTGC          |                                   |                                   |                                 |
| 8. GAGGTGT          |                                   |                                   |                                 |
| 9. AGGGCGC          | 1344                              | 1722, 1702, 1268, 198             | 1334, 845                       |
| 10. AGGGCGT         |                                   |                                   |                                 |
| 11. AGGGTGC         | 9765                              | 7188                              |                                 |
| 12. AGGGTGT         | 2138, 1875                        |                                   | 2128                            |
| 13. AAGGCGC         |                                   |                                   |                                 |
| 14. AAGGCGT         | 4467                              |                                   |                                 |
| 15. AAGGTGC         | 5984                              |                                   | 9029, 4776                      |
| 16. AAGGTGT         | 6300                              | 6218, 3383                        | 5896                            |

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S6 Table — Fold Changes (FC) in expression of neighbor genes between DW16 and DC16 are given in logarithmic scale (base 2).

**S6 Table. Twenty Novel Neighbor Genes Around Anchor Gene KLF4 ( $L_{KLF4}$ )**

| Probe Set ID | Gene Symbol | Gene Title                                                                                                    | Log <sub>2</sub> (FC) |
|--------------|-------------|---------------------------------------------------------------------------------------------------------------|-----------------------|
| 1452105_a_at | Tsc2        | tuberous sclerosis 2                                                                                          | -2.126079             |
| 1421861_at   | Clstn1      | calsyntenin 1                                                                                                 | -1.361094             |
| 1448189_a_at | Flii        | flightless I homolog<br>(Drosophila)                                                                          | -1.334569             |
| 1422521_at   | Dctn1       | dynactin 1                                                                                                    | -1.903575             |
| 1428596_at   | Tbc1d9b     | TBC1 domain family,<br>member 9B                                                                              | -0.965517             |
| 1438022_at   | Rab11fip3   | RAB11 family interacting<br>protein 3 (class II)                                                              | -0.724315             |
| 1454645_at   | Mgrn1       | mahogunin, ring finger 1                                                                                      | -1.43729              |
| 1427287_s_at | Itpr2       | inositol 1,4,5-triphosphate<br>receptor 2                                                                     | -1.181218             |
| 1456880_at   | ---         | ---                                                                                                           | -0.881965             |
| 1423622_a_at | Ccnl1       | cyclin L1                                                                                                     | -1.141852             |
| 1443969_at   | Irs2        | insulin receptor substrate<br>2                                                                               | -1.434855             |
| 1450406_a_at | St3gal3     | ST3 beta-galactoside<br>alpha-2,3-sialyltransferase<br>3                                                      | -1.119139             |
| 1429415_at   | Zmynd8      | zinc finger, MYND-type<br>containing 8                                                                        | -1.000644             |
| 1422453_at   | Prpf8       | pre-mRNA processing<br>factor 8                                                                               | -1.831634             |
| 1418467_at   | Smarcd3     | SWI/SNF related, matrix<br>associated, actin<br>dependent regulator of<br>chromatin, subfamily d,<br>member 3 | -0.831901             |

|              |          |                                                            |           |
|--------------|----------|------------------------------------------------------------|-----------|
| 1433937_at   | Trp53bp2 | transformation related<br>protein 53 binding protein<br>2  | -1.143585 |
| 1416576_at   | Socs3    | suppressor of cytokine<br>signaling 3                      | -2.425183 |
| 1460005_at   | Bod1l    | biorientation of<br>chromosomes in cell<br>division 1-like | -0.923224 |
| 1452045_at   | Zfp281   | zinc finger protein 281                                    | -1.057306 |
| 1451521_x_at | Eif4h    | eukaryotic translation<br>initiation factor 4H             | -1.03088  |

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S7 Table — Promoter regions of human, mouse and rat TSC2 were analyzed as described in legend to Suppl. Table S5. Positions in promoters are given relative to translation start sites.

**S7 Table. TSC2 Promoter Analysis**

| <b>Binding Site</b> | <b>Position in Mouse Promoter</b> | <b>Position in Human Promoter</b> | <b>Position in Rat Promoter</b> |
|---------------------|-----------------------------------|-----------------------------------|---------------------------------|
| 1. GGGGCGC          |                                   | 10056                             |                                 |
| 2. GGGGCGT          |                                   |                                   |                                 |
| 3. GGGGTGC          |                                   | 8179, 2195, 2124, 605             |                                 |
| 4. GGGGTGT          | 512, 64                           |                                   | 4906, 4882, 532                 |
| 5. GAGGCGC          |                                   |                                   |                                 |
| 6. GAGGCGT          |                                   |                                   |                                 |
| 7. GAGGTGC          | 5301, 2970                        | 8211, 7217                        | 5890, 4607, 4307, 1580          |
| 8. GAGGTGT          | 2097                              | 72                                |                                 |
| 9. AGGGCGC          |                                   |                                   |                                 |
| 10. AGGGCGT         |                                   |                                   | 6697                            |
| 11. AGGGTGC         | 1790                              | 8638, 2577                        | 4003                            |
| 12. AGGGTGT         |                                   | 7443                              | 9761, 3358                      |
| 13. AAGGCGC         | 469                               | 1070                              | 489                             |
| 14. AAGGCGT         |                                   |                                   | 3550                            |
| 15. AAGGTGC         | 4438                              | 2596, 2019                        | 875                             |
| 16. AAGGTGT         |                                   | 7453                              |                                 |

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S9 Table — Genes are listed in alphabetical order. Hidden adipogenesis network genes discovered among novel genes are in bold.

**S9 Table. Novel Genes Discovered by BAKE during Adipogenesis Network Expansion.**

| <b>Novel Genes</b> |
|--------------------|
| 4933407C03Rik      |
| A930012O16Rik      |
| APLP2              |
| ARF4               |
| ATP11A             |
| ATRX               |
| CCL11              |
| CDKN1C             |
| <b>CEBPb*</b>      |
| CHUK               |
| COPS7A             |
| CSNK1D             |
| CXCL12             |
| D5ERTD579E         |
| DDX60              |
| GCLM               |
| GNA11              |
| GPC6               |
| MRPL17             |
| NSMCE4A            |
| NUP98              |
| <b>PCK2</b>        |
| PPP1R12C           |

|               |
|---------------|
| PTPRB         |
| RUSC2         |
| SAP30I        |
| <b>SETDB1</b> |
| SGP1          |
| SNX6          |
| SPSB1         |
| SS18          |
| <b>TGFB2*</b> |
| ThAP4         |
| <b>TIMP3</b>  |
| TOR1AP1       |
| <b>XDH</b>    |
| ZXSCAN17      |

\* Genes TGFB2 and CEBPb had multiple probes that appeared both among the list of anchor genes ( $L_{\text{anchor adipog}}$ ) and hidden genes ( $L_{\text{hidden}}$ ).

# Supplementary material for: Biologically anchored knowledge expansion approach uncovers KLF4 as a novel insulin signaling regulator
**Source:** PLoS One. 2018 Sep 21;13(9):e0204100. doi: 10.1371/journal.pone.0204100
**Supplement:** S10 Table — Anchor gene-anchor gene and anchor gene-hidden gene interactions inferred by BAKE are shown along with their classification as True Positives (TPs) and False Positives (FPs). Literature evidence for TP gene interactions were obtained from the adipogenesis network shown in S3 Fig or the network analysis tool Ingenuity Pathway Analysis (IPA®). In IPA gene interactions are derived and curated from a variety of databases such as Ingenuity Expert Information, microRNA-mRNA interaction database (miRecords), protein-protein interaction databases (including BIND, Cognia, MIPS), BioGRID, Gene Ontology (GO), Online Mendelian Inheritance in Man (OMIM) and Mouse Genome Database (MGD).

**S10 Table. Gene Interactions inferred by BAKE during Adipogenesis Network Expansion.**

| Gene Interaction # | Gene 1 | Gene 2 | TP/FP | Evidence                                                                                                                                                                                                                                            |
|--------------------|--------|--------|-------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1                  | CEBPb  | CEBPb  | TP    | Different probes derived from the same gene                                                                                                                                                                                                         |
| 2                  | CEBPd  | PCK2   | TP    | Regulation of PCK2 by CEBPd is a long distance interaction (Fig. S3)                                                                                                                                                                                |
| 3                  | STAT3  | XDH    | TP    | Regulation of XDH by STAT3 is shown in Fig. S3                                                                                                                                                                                                      |
| 4                  | CEBPb  | TGFB2  | TP    | Regulation of XDH by CEBPb is shown in Fig. S3. In homozygous Xor [Xdh] gene knockout mice expression of mouse TGF- $\beta$ proteins is increased in cytosol of kidney tubular cells (IPA®).                                                        |
| 5                  | GATA3  | TIMP3  | TP    | In synovial fibroblasts from human exhibiting rheumatoid arthritis, TIMP3 protein decreases activation of NFkB complex(es). Activation of NFkB complex(es) is involved in GATA3 mRNA expression (IPA®).                                             |
| 6                  | HMGCS1 | PIK3Cb | TP    | Long distance regulation (Fig. S3)                                                                                                                                                                                                                  |
| 7                  | CEBPb  | STAT3  | TP    | Regulation of CEBPb by STAT3 is shown in Fig. S3                                                                                                                                                                                                    |
| 8                  | CREB2  | CEBPb  | TP    | Regulation of CEBPb by CREB2 is shown in Fig. S3                                                                                                                                                                                                    |
| 9                  | CEBPb  | SREBF1 | TP    | Regulation of CEBPb by SREBF1 is shown in Fig. S3                                                                                                                                                                                                   |
| 10                 | RXRa   | SREBF1 | TP    | Analysis of the mouse SREBF1 gene promoter revealed an RXR/LXR DNA-binding site that is essential for SREBF1 transcriptional regulation (IPA®).                                                                                                     |
| 11                 | GATA3  | TGFB2  | TP    | TGFB protein(s) decrease(s) expression of GATA3 protein in vitro (IPA®).                                                                                                                                                                            |
| 12                 | GATA3  | SREBF1 | TP    | Regulation of CEBPb by SREBF1 is shown in Fig. S3. A regulatory interaction between CEBPb and TGFB2 is explained above for 4. A regulatory interaction between TGFB2 and GATA3 is explained above for 11. It is a long linear distance interaction. |
| 13                 | CEBPb  | NR1D1  | TP    | NR1D1 regulates the expression of CEBPa, which can regulate PPARg through a feedback loop, which can in turn regulate CEBPb also through a feedback loop. All these interactions are shown in Fig. S3.                                              |
| 14                 | CREB2  | TGFB2  | TP    | CREB2 regulates CEBPb as shown in Fig. S3. Regulation of TGFB2 by CEBPb is explained above for 4. It is a linear long distance interaction.                                                                                                         |
| 15                 | STAT3  | TGFB2  | TP    | STAT3 regulates CEBPb as shown in Fig. S3. Regulation of TGFB2 by CEBPb is explained above for 4. It is a linear long distance interaction.                                                                                                         |

|    |        |        |    |                                                                                                                                                                                                                                                                                                                                           |
|----|--------|--------|----|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 16 | CREB2  | STAT3  | TP | Activating transcription factor 4 (ATF4/CREB2) mediates hyperglycemia-induced endothelial inflammation and retinal vascular leakage through activation of STAT3 in a mouse model of type 1 diabetes (IPA®).                                                                                                                               |
| 17 | GATA3  | TLE3   | TP | TLE3 regulates expression of CEBPa, which can then regulate CEBPa (due to feedback loop), which can then feedback to the expression of CEBPb. Regulation of TGFB2 by CEBPb is explained above for 4. TGFB2 regulates GATA3 as explained above for 12. Therefore, a regulatory relationship between GATA3 and TLE3 can be inferred (IPA®). |
| 18 | CHD7   | GATA3  | TP | CHD7 regulates the expression of PPARg (Fig. S3). PPARg can in turn regulate CEBPb through a feedback loop. Regulation of TGFB2 by CEBPb is explained above for 4. TGFB2 regulates GATA3 as explained above for 11. Therefore, a regulatory relationship between GATA3 and CHD7 can be inferred (IPA®).                                   |
| 19 | GATA3  | RXRa   | TP | RXRa regulates the expression of PPARg (Fig. S3), which then can be expected to interact with GATA3 using the same reasoning as used for 18. Therefore, a regulatory relationship between GATA3 and RXRa can be inferred.                                                                                                                 |
| 20 | GATA3  | ERK1   | TP | ERK1 regulates the expression of CEBPa (Fig. S3), which shares a regulatory feedback loop with PPARg. The relationship between PPARg and GATA3 can be inferred as for 19. Therefore, a regulatory relationship between GATA3 and ERK1 can be inferred.                                                                                    |
| 21 | NCOR1  | NR1D1  | TP | In C2C12 cells, the receptor interacting domain of RIP13 [NCOR1] decreases repression of a promoter fragment derived from the human Rev-ErbAalpha [NR1D1] gene that is increased by RVR [NR1D2] protein (IPA®).                                                                                                                           |
| 22 | NR1D1  | TGFB2  | TP | NR1D1 regulates CEBPa expression, which can regulate PPARg through a feedback loop, which can in turn regulate CEBPb also through a feedback loop (Fig. S3). The regulatory relationship between CEBPb and TGFB2 can be reasoned as for 4.                                                                                                |
| 23 | PIK3Cd | SETDB1 | FP |                                                                                                                                                                                                                                                                                                                                           |
| 24 | ERK1   | RXRa   | FP |                                                                                                                                                                                                                                                                                                                                           |
| 25 | CHD7   | TLE3   | FP |                                                                                                                                                                                                                                                                                                                                           |
| 26 | CREB2  | SREBF1 | FP |                                                                                                                                                                                                                                                                                                                                           |
| 27 | SREBF1 | STAT3  | FP |                                                                                                                                                                                                                                                                                                                                           |
| 28 | TCF7   | TGFB2  | FP |                                                                                                                                                                                                                                                                                                                                           |
| 29 | RXRa   | SIRT2  | FP |                                                                                                                                                                                                                                                                                                                                           |
| 30 | PIK3Cd | RXRa   | FP |                                                                                                                                                                                                                                                                                                                                           |

|    |        |        |    |  |
|----|--------|--------|----|--|
| 31 | PIK3Cd | SIRT2  | FP |  |
| 32 | EPAC   | TLE3   | FP |  |
| 33 | CHD7   | EPAC   | FP |  |
| 34 | GATA3  | EPAC   | FP |  |
| 35 | GATA3  | LRP6   | FP |  |
| 36 | LRP6   | SREBF1 | FP |  |
| 37 | PIK3Cd | TLE3   | FP |  |
| 38 | CHD7   | PIK3Cd | FP |  |
| 39 | GATA3  | SIRT2  | FP |  |
| 40 | NR1D1  | PIK3Cb | FP |  |
| 41 | NCOR1  | PIK3Cb | FP |  |
| 42 | CREB2  | NR1D1  | FP |  |
| 43 | EPAC   | RXRa   | FP |  |
| 44 | EPAC   | SIRT2  | FP |  |
| 45 | LRP6   | NCOR1  | FP |  |

How the deposited data were processed for this re-analysis (not part of the article)

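Adipocyte RNA of 45 female mice was hybridized by the authors to Affymetrix MG430-2.0 arrays, 1 array per mouse, and scanned with global scaling. The authors read and normalized the arrays with RMA express, and the deposited values are on the log2 scale, 1 per probe set. The version of that software and whether all arrays were normalized together are not stated. The deposited distributions still differ between arrays, so the values are used as deposited, with a further quantile normalization over the arrays as an alternative. All columns of the deposited table were used (0 left out).

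Mice were grouped by the labels: DC8 (n = 7), DW8 (n = 5), DC16 (n = 5), DW16 (n = 9), EW8 (n = 6), EW16 (n = 8) and EC16 (n = 5). Of 45037 probe sets, 34945 have 1 gene symbol, 932 several and 9160 none, and 9010 of 18193 genes have more than 1 probe set. In tests of gene lists a gene is represented by its probe set with the highest mean over all arrays. Of 541 list entries 490 are measured.

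Differences between groups were fitted with limma 3.58.1 (lmFit, eBayes) in R 4.3.3 on the groups compared, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.01, without a filter on level. SAM was written anew from its description, with 100 label permutations and q under 0.01, and the study's rule of a call by both was applied. Comparisons were DW16 with DC16, DW8 with DC8 and EW16 with EC16, the difference of the diet effect between genotypes at 16 weeks, and that between 16 and 8 weeks in D mice. Gene lists were tested with camera at a preset correlation of 0.01 and at an estimated one. Correlations are Spearman and Pearson coefficients with two-sided permutation p-values (100000 permutations, exact under 10 mice), computed with NumPy 2.4.6 and SciPy 1.17.1 in Python 3.11.15, adjusted over the 28 pairs that the study names, where a gene whose probe set the study does not give is represented by that with the highest mean. Plots were made with Matplotlib 3.10.9.

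The comparisons, gene lists, thresholds and the alternatives named first below were fixed before the data were examined. Genes named in the text are those the study names in its results or Figs 2 to 5, by the probe set of its tables, whose values had been seen, the 10 largest rises and falls among called probe sets with 1 symbol in DW16 against DC16, and 5 and 5 in other comparisons, the 4 members of each list with the smallest adjusted p, and targeted and control genes. Genes called in all 3 diet comparisons and the test of the pairs of S10 Table were added after the values had been seen.

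Alternatives were SAM alone, 1 spread over all 7 groups, eBayes with trend and robust, array weights, probe sets above the median level only, arrays centred on their median, quantile normalization again, an adjusted p of 0.05, at least a 2-fold change, replicate number as a block, and each mouse left out in turn. Alternatives added later are the narrow-range arrays, DW16 mice 8 and 9 or EW16 mice 5 to 8 left out, the SD of each array as a covariate, and the paired mice without the block. Mice were also divided anew in 100 splits of the same sizes. Replicate numbers are shared by the groups for 5 mice each, but nothing says that they pair mice.

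The steps were tested on simulated data: in fits of these sizes limma recovered 69 of 100 probe sets changed by 1 log2 unit and 97 changed by 2 for DW16 against DC16, with 2 false calls, and a permutation test called 1 of 100 unrelated pairs over 26 mice at p under 0.01. Those pairs were simulated with a correlation of 0. Pairs among 1000 random probe sets had a median absolute correlation of 0.246 over the 26 D mice, with a 95th percentile of 0.625. The simulation therefore does not cover the correlation that arbitrary probe sets share over these mice. A shifted list was called and 0 of 19 others were. The number of mice limits the precision. A check of the mice's sex found 0 arrays that did not match the labels.

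Super paramagnetic clustering, the network inference tools, the promoter motifs, the mouse phenotypes and the PCR of KLF4-deficient mice were not analysed here, since the arrays do not hold them or the settings are not given in full. S2 Table is used in no test, since the copy at hand is shortened.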

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

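The test of the shape of the arrays, the test of a group of arrays across genotypes, the test of a response of some mice and the test of the SD of EW16 arrays were chosen only after the result was seen.

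The 7 narrow-range DW16 arrays lie farther from DC16 than DW16 mice 8 and 9 do, and 3 EW16 mice, of another genotype, have such arrays too. Over the called probe sets the median ratio to the difference between DW16 and DC16 is 1.14 for the 7 and 0.501 for mice 8 and 9, whose differences have the same sign in all of them. Those mice are part of the comparison that chose the probe sets, so this is no separate test. The shape of the distributions alone is not the cause, since after quantile normalization 1446 probe sets were still called, of which 893 were called before. A group of arrays that crosses genotype, not given in the labels, is left open: the difference between EW16 narrow-range and other EW16 arrays has a correlation of 0.737 over probe sets with the difference between DW16 and DC16, but these arrays were picked by a range that they share with the DW16 ones, and a response of some mice would give the same value. A response of some mice to 16 weeks of Western diet is left open as well, since the EW16 mice outside the narrow-range arrays differ from EC16 along the same fold changes with a slope of 0.264, between the limits of 0.1 and 0.5 set for it, as is the 0.286 of DW16 mice 8 and 9, which share their controls with it. Scan dates, RNA integrity or the scaled signal of each array, none of which is used here, would separate them.

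The correlations of KLF4 do not rest on the narrow-range arrays alone: over the 19 other D mice they are 0.681 with IRS2 and 0.714 with TSC2, above the 0.6 set as the limit before these values were computed. For IRS2 with TSC2 the value of 0.451 lies between the limits of 0.4 and 0.6 and decides nothing. An effect of the level of the whole array that both genes share is not excluded in the 19 mice, and this was not tested.

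EW16 mice 5 to 8 differ from the other EW16 mice in many genes, though in KLF4 (9.06 ± 0.337) only from mouse 4 (10.47) and not from the narrow-range mice 1 to 3 (8.74 ± 0.344) by much. RNA of another cell type was tested with 7 lists: the highest median difference from EC16 is 0.145, for ovary and reproductive tract genes, but mesothelial genes are lower by 1.27, outside the limit of 0.5 set for every list, so this is left open. The comparison first set was with the other EW16 arrays, where the endothelial list was 1.02 higher and met the prediction. Since 3 of those 4 arrays are narrow-range, EC16 was taken in their place after the values had been seen. The shape of the arrays, measured by the SD, does not set them apart. Their SD of 2.4166 to 2.4617 lies among the 2.39 to 2.53 of arrays outside the narrow range. That range includes these mice, but its ends are an array of DC16 (2.3942) and an array of EW8 (2.5275).

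EW16 mice, whose difference from EC16 the paper does not report, had 1200 probe sets of 1018 genes called by limma, 122 higher and 1078 lower (10.2% higher). The share of higher calls was 36.1% after quantile normalization again, 43.8% without the narrow-range arrays and 53.1% with the array SD as a covariate. The diet effect differed between 8 and 16 weeks for 2 probe sets: the immunoglobulin IGKV8-30 (−2.33, SE 0.347, adjusted p = 0.00899, from −1.48 at 16 weeks and 0.85 at 8) and a probe set without a symbol (−1.79, SE 0.251, adjusted p = 0.00676), among 12482 with an unadjusted p under 0.05. When the same mice were split anew 100 times, as many calls as observed came in 1 split for DW16 against DC16 (the highest other split gave 0), 1 for DW8 against DC8 (0), 1 for EW16 against EC16 (5) and 2 for diet by time (5), the observed split included. For the difference of the diet effect between genotypes, 0 probe sets passed in limma (2844 with an unadjusted p under 0.05, smallest adjusted p = 0.786), and the splits (highest other 0) test nothing there, since any split gives as many as 0.

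A single mouse lay far from the rest of its group, by the gap to its nearest neighbor as a share of the range, in 21 of 196 groups of values (25 probe sets and 3 measures of the arrays), where 9.8 would be so by chance at 1 in 20. For AKT1 the share was 0.72 in DC16 (range 9.64 to 9.89) and 0.748 in EW8 (9.66 to 10.18). AKT2 had 0.75 in DW8 (11.29 to 11.76) and 0.785 in EC16 (11.27 to 11.65). For one GYS1 probe set it was 0.656 in DC8 (9.69 to 10.07) and 0.798 in EC16 (9.54 to 10.38), for LRP10 0.585 in DC8 (10.44 to 10.86), and for FRAP1 0.726 in EW8 (9.48 to 10.30). RCOR1 had 0.6 in DC8 (8.47 to 9.21) and 0.735 in EW8 (8.48 to 9.47), and RAB10 0.601 in DC8 (11.86 to 12.19) and 0.788 in EW8 (11.73 to 12.16). In EW8, ANKRD11 had 0.631 (8.94 to 10.27) and CHD7 0.765 (7.42 to 8.32). Mouse 5 of EW8 was the lowest of its group in FRAP1, RCOR1, RAB10, ANKRD11 and CHD7, so these are not separate findings. Mouse 4 of EW16 stood apart in KLF4 (0.568; 8.42 to 10.47), in IRS2 (0.61; 7.77 to 9.86) and in NFIX (0.652 and 0.643; up to 11.23 and 11.06). Of the array measures, the SD stood apart in DC16 (0.727), the median in EW16 (0.606; 5.56 to 5.67) and the 95th percentile in EW8 (0.698; 10.95 to 11.125).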

How the results depend on the processing

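The alternatives with narrow-range arrays, DW16 mice 8 and 9 or EW16 mice 5 to 8 left out, the array SD as a covariate, the paired numbers without the block, the threshold from random probe sets in place of the pathway, and the test of S10 Table pairs with its alternatives are tests chosen only after the result was seen.

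All 33 named probe sets called in DW16 against DC16 kept their sign under each alternative, but leaving out any 1 of the DC16 mice or of DW16 mice 1 to 7 lost from 15 to 26 of the 33 calls, KLF4, TSC2 and SOCS3 among them each time. The number of calls depends strongly on the choices, and the cause was not tested unless given. Some results turned: p110β with AKT2 went from 0.796 to −0.632 over the 16 E mice outside narrow-range arrays, EW16 against EC16 from 122 higher and 1078 lower calls to 645 and 569 with the SD covariate, and the insulin signaling probe sets from 23 of 28 lower to 0 of 2 without narrow-range arrays. The number of mice limits precision: leaving out 1 mouse gave from 51 (without DC16 mouse 2) to 6041 calls (without DW16 mouse 8) for DW16 against DC16, with 5243 without DW16 mouse 9 and at most 708 without any other, 140 (DW8 mouse 3) to 1165 (DC8 mouse 1) for DW8 against DC8, 38 (EC16 mouse 2) to 3177 (EW16 mouse 4) for EW16 against EC16, and 0 to 3037 (DW16 mouse 8) for diet by time.

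DW16 against DC16, 1545 calls in the fit of the text, had 8248 with SAM alone, 7723 with all 7 groups sharing 1 spread, 13748 with array weights, 2567 with dim probe sets left out, 9598 at an adjusted p under 0.05 and 726 with at least a 2-fold change. It had 10038 with DW16 mice 8 and 9 left out, 0 with the narrow-range arrays left out and 3 with the array SD as a covariate, under which all 33 of the named calls were lost. With few mice left and an SD that runs with diet, neither tells a smaller effect from less power. DW8 against DC8 (485) had 817 with SAM alone, 147 with 1 spread, 1293 with weights, 2162 at 0.05 and 166 at 2-fold. EW16 against EC16 (1200) had 5288 with SAM, 3284 with 1 spread, 7463 with weights, 4170 at 0.05, 427 at 2-fold, 3160 without narrow-range arrays and 1 without EW16 mice 5 to 8. Diet by genotype (0) had 3924 with weights. Diet by time (2) had 0 with 1 spread, 12 with trend and robust, 8892 with weights, 24 without dim probe sets, 13 after centring, 60 after quantile normalization, 0 without narrow-range arrays, 0 with the SD covariate and 2910 at 0.05.

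With the replicate block, over the 5 numbers that both groups hold, DW16 against DC16 had 7813 calls, DW8 against DC8 22, EW16 against EC16 0 and diet by time 5117, and the same mice without the block gave 8782, 20, 1 and 5795, so the choice of mice and not the block moves the counts. Whether the numbers pair mice stays open. In the first 3 of these comparisons the correlation of paired residuals ran from −0.208 to 0.319, −0.127 to 0.0803 and −0.157 to 0.223. A mouse's own number was its best match in 2, 1 and 3 of 5 pairs.

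Of the insulin signaling probe sets, 28 had p under 0.01, and 45 did with weights, 2 without narrow-range arrays and 4 with the SD covariate. Of the gene lists 12 were called, 6 after quantile normalization, 0 with an estimated correlation, 0 without narrow-range arrays and 5 with the SD covariate. Adjusted p of a list with an estimated correlation, without narrow-range arrays and with the SD covariate: adipocyte 0.589, 0.671 and 0.893, endothelial 0.589, 0.953 and 0.0314, immediate early 0.589, 0.953 and 0.77, mTOR 0.589, 0.515 and 0.269 (0.0242 after quantile normalization), and adipogenesis 0.589 and 0.0357 in the first of these.

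Of 28 pairs 24 had an adjusted p under 0.01 over 26 mice, 4 over the 17 that are not DW16, 5 within DW16, 0 within DC8, 12 over the 19 outside narrow-range arrays and 0 over the 7 on them, and fewer mice give less power. Over those 17, within DW16, within DC8 and over the 7, KLF4 had with IRS2 0.647, 0.6, 0.393 and 0.143, and with SOCS3 0.681, 0.467, 0.964 and −0.107. IRS2 had with TSC2 0.583, 0.25, 0.286 and −0.571 (0.451 over the 19). KLF4 had with TSC2 0.817 within DW16, 0.464 within DC8 and 0.643 over the 7. Probe sets correlated with insulin signaling genes, 944, were 1435 with the maximum, 229 over 17 mice, 13 after centring on the condition mean, 58 over 19 mice and 1154 with the threshold from random probe sets. Of the 40 neighbors in both tables 35 were found, 6 among all probe sets, 5 over the E mice and 14 after centring on the condition mean. The pairs of S10 Table had p = 0.0433 in a permutation test over 35 mice, 0.0394 after quantile normalization and 0.00037 with signed correlations.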

Differences from the paper's values

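The search for the summary behind the study's fold changes and the ranks of CLMP and IRS2 are tests chosen only after the result was seen.

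For DW8 against DC8 the paper gives 52 probe sets of 51 genes called by both limma and SAM at a false discovery rate under 0.01, and 485 of 358 genes were found here. No alternative fixed before the data were examined gives the paper's number: the nearest are 22 with the replicate block and 140 without DW8 mouse 3.

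Neither IRS2 nor CLMP is among the 944 probe sets. The paper gives CLMP rank 35 among the neighbors of KLF4, and here it ranks 151 among all probe sets and LRP10 34 among the 944. The paper connects ATXN2 and FRAP1, whose correlation here is −0.19 for the ATXN2 probe set with the highest level, and another ATXN2 probe set, of which several fell in DW16, was not tried.

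The fold changes of S3 Table equal differences of group medians in 80 of 80 entries to within 0.001, with a largest difference of 5e-06, whereas differences of means depart by up to 0.608. For this, 7 summaries and 15841 subsets of arrays were tried. In 8 of the 111 probe sets of S3, S4 and S6 Tables the mean and the median differ in sign, 0 of them by more than the larger SD of the groups.

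The paper states that mean differences were removed by quantile normalization, whereas the deposited arrays differ in their 95th percentile from 10.14 to 11.14.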

Other observations

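The choice of genes shared by all 3 diet comparisons and the counts of calls shared between comparisons are tests chosen only after the result was seen.

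A small set of genes followed the Western diet in each comparison, at both times and in both genotypes, in groups that share no mouse: 13 probe sets were called in DW8 against DC8, DW16 against DC16 and EW16 against EC16, 5 higher and 8 lower in all, where independent calls would give 0.00896 and 0.0441. ABCG1, which exports cholesterol from cells, rose by 1.55 (SE 0.198), 1.06 (SE 0.114) and 1.20 (SE 0.186) in DW8, DW16 and EW16, and every Western diet mouse lay above its controls: 11.51 ± 0.351 against 9.96 ± 0.418 at 8 weeks (n = 5 and 7), 10.76 ± 0.222 against 9.69 ± 0.137 (n = 9 and 5) and 11.15 ± 0.358 against 9.94 ± 0.337 (n = 8 and 5). GRAMD1B, which carries cholesterol to the endoplasmic reticulum, rose by 1.51, 0.76 and 1.26, and SON, the cardiolipin synthase CRLS1 and MALAT1 rose as well, the last in EW16 on 1 of its 7 probe sets only (1.00), while those that led in the D mice did not change detectably there (−0.73, −0.15 and 0.32, adjusted p = 0.581 to 0.875). CYP1A1 fell in each, to 7.39 ± 0.939 in EW16 against 10.62 ± 0.22 in EC16, as did the cell cycle inhibitor CDKN1C (−1.40 in DW16, −1.59 in EW16), vitronectin VTN (−0.71 to −0.99), PTP4A3, the corepressor TLE1 and GCLM, of glutathione synthesis (−1.58 and −1.56 at 16 weeks). In EW16 mice outside the narrow-range arrays all are still called (ABCG1 1.41, adjusted p = 0.00107; CYP1A1 −3.47, adjusted p = 0.000534), and in DW16 mice 8 and 9 ABCG1 was 1.24 higher and CYP1A1 1.51 lower than in DC16, neither of them called. After quantile normalization again TLE1 was −0.30 in DW16 (adjusted p = 0.0559) and −0.43 in EW16 (adjusted p = 0.0282) and lost its call in both. CDKN1C (0.0155) and PTP4A3 (0.0106) lost theirs in DW16, PTP4A3 and CRLS1 in DW8 (0.0104 each), and a probe set without a symbol in DW16 and EW16 (0.0108 and 0.0141). With the replicate block, which uses 5 mice in each group, all lost their call in EW16 (adjusted p = 0.0743 to 0.076 in limma). In DW8 all but ABCG1 (0.0086) lost it, and in DW16 GRAMD1B (0.0339) and a probe set without a symbol (0.02) did.

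In the E mice the largest rises at 16 weeks were those of the transferrin receptor TFR2 (2.26, SE 0.366), SOX11 (1.70), MYO1D, ATP10A and RELL1, and the largest falls besides CYP1A1 those of TMEM109 (−2.31), NFIX (−2.12), RAB14 (−2.08) and the heme oxygenase HMOX1 (−2.05, SE 0.187; EW16 n = 8, EC16 n = 5). Mesothelial markers (10 measured, median −1.10, 3 called lower, 8 when adjusted over the list alone), ribosomal proteins (29, −0.40, 1 and 5) and oxidative phosphorylation genes (22, −0.41, 1 and 3) lay lower as groups (camera adjusted p = 6.56e-05, 9.63e-05 and 0.000571 with a preset and 0.793 each with an estimated correlation). After quantile normalization again the oxidative phosphorylation list had a median of −0.142 (adjusted p = 0.072), the ribosomal −0.178 (0.00526) and the mesothelial −0.994 (1.93e-05). NF-kB and cytokine genes (18, −0.775, 2 and 3; adjusted p = 0.000488), branched-chain amino acid breakdown (17, −0.457, 1 and 3; 0.000653), adipogenesis genes of S10 Table (21, −0.577, 2 and 8; 0.000732), fatty acid oxidation (18, −0.467, 2 and 4; 0.00417) and the stroma (19, −0.611, 0 and 1; 0.00417) lay lower too with the preset correlation, and all but fatty acid oxidation (0.072) kept it after quantile normalization (0.00154 to 0.0081). With an estimated correlation these too have an adjusted p of 0.793 each. Kruppel-like factors as a group (12 measured) did not differ in DW16 against DC16 (median −0.30, camera adjusted p = 0.169; 0 called in limma and 1 lower when adjusted over the list alone), where KLF4 is represented by its probe set of highest level and not by the one that fell.

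DW8 and DW16 mice shared 107 calls, 90 higher and 17 lower, where independent calls would give 3.31 and 1.84, and none ran opposite. In the 5 EW16 mice outside the narrow-range arrays 52 of the 107 had the same sign and 15 were called, and 248 of the 485 calls of DW8 against DC8 had the same sign there. Of the 1545 calls of DW16 against DC16, 1121 had the same sign in those 5 EW16 mice and 268 were called there. DC16 and DC8 mice had 0 probe sets called by limma between them, and DW16 and DW8 mice 2436.

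A lower share of adipocytes was tested as a source of the narrow-range pattern: it would lower the adipocyte list while those of other cell types rise. The adipocyte list is lower in narrow-range than in other arrays (−0.695 in DW16 and −1.2 in EW16, and −0.215 and −0.646 after quantile normalization). The endothelial list is lower too (−1.03, quartiles −1.37 to −0.764, in DW16 and −1.21 in EW16, and −0.621 and −0.695 after quantile normalization). So is the stromal list (−0.918 and −0.946, and −0.566 and −0.332 after quantile normalization). These lists argue against a lower share of adipocytes as set. Macrophage markers were −0.255 in DW16 and 0.0776 in EW16, and 0.0777 and 0.42 after quantile normalization, so for them it is left open. An immediate early response during handling of the tissue might differ between the arrays. That list, which itself holds KLF4 and SOCS3, is lower in narrow-range arrays (−1.05 in DW16 and −0.942 in EW16). It was lower by less after quantile normalization (−0.521 in DW16 and −0.337 in EW16). The limit set was over 1 in both, so this response is left open. After quantile normalization the median difference in DW16 against DC16 of the tenth of probe sets with the highest level went from −0.441 to −0.0358.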
